# Canonical NF-κB signaling maintains corneal epithelial integrity and prevents corneal aging via retinoic acid

**DOI:** 10.7554/eLife.67315

**Published:** 2021-06-04

**Authors:** Qian Yu, Soma Biswas, Gang Ma, Peiquan Zhao, Baojie Li, Jing Li

**Keywords:** angiogenesis inhibitor, blindness, corneal disorders, NF-κB, retinoic acid, Mouse

## Abstract

Disorders of the transparent cornea affect millions of people worldwide. However, how to maintain and/or regenerate this organ remains unclear. Here, we show that *Rela* (encoding a canonical NF-κB subunit) ablation in K14^+^ corneal epithelial stem cells not only disrupts corneal regeneration but also results in age-dependent epithelial deterioration, which triggers aberrant wound-healing processes including stromal remodeling, neovascularization, epithelial metaplasia, and plaque formation at the central cornea. These anomalies are largely recapitulated in normal mice that age naturally. Mechanistically, *Rela* deletion suppresses expression of Aldh1a1, an enzyme required for retinoic acid synthesis from vitamin A. Retinoic acid administration blocks development of ocular anomalies in *Krt14-Cre; Rela^f/f^* mice and naturally aged mice. Moreover, epithelial metaplasia and plaque formation are preventable by inhibition of angiogenesis. This study thus uncovers the major mechanisms governing corneal maintenance, regeneration, and aging and identifies the NF-κB-retinoic acid pathway as a therapeutic target for corneal disorders.

## Introduction

The cornea is a transparent organ composed of the epithelial, stromal, and endothelial layers (Yazdanpanah et al., 2017; Nowell and Radtke, 2017; Collinson et al., 2004), with the epithelial basement membrane separating the epithelial and the stroma layers and the Descemet’s basement membrane separating the stroma and endothelial layers (Wilson, 2020; Medeiros et al., 2018). While the epithelial layer undergoes constant turnover driven by corneal epithelial stem cells (CESCs), the stromal and endothelial layers are relatively quiescent in adults (Castro-Muñozledo, 2013; Majo et al., 2008; Schlötzer-Schrehardt and Kruse, 2005). Corneal transparency is attributable to the lack of keratin secretion by epithelial cells, the specific arrangement of stromal lamellae, expression of crystallins by keratocytes, and the lack of vasculature (Nowell and Radtke, 2017; Jester, 2008; Yam et al., 2020). The cornea contributes 65–75% of the eye’s total focusing power and provides a barrier to protect against environmental insults (Yazdanpanah et al., 2017). Thus, a clear and healthy cornea is a prerequisite for proper vision.

As the outermost part of the eye, the cornea is often challenged by external stimuli, including UV radiation, chemicals, traumatic abrasions, or bacterial infection (Nowell and Radtke, 2017; Lyu et al., 2020). In addition, contact lens usage and eye surgery can also cause corneal injuries (Toda, 2008). The damaged corneal epithelial layer is replenished by CESCs, which are mainly located in the limbal region in humans and genetically identified by ABCB2, ABCB5, keratin5/14, or p63 expression in mice (Schlötzer-Schrehardt and Kruse, 2005; Notara et al., 2010; Cotsarelis et al., 1989; Di Iorio et al., 2005; Ksander et al., 2014). Corneal repair often involves inflammation and activation of keratocytes and improper repair may cause epithelial degeneration and dystrophy, scar formation, neovascularization, and the loss of transparency, which affect millions of people worldwide, eventually necessitating corneal transplantation, which is limited by a lack of corneal donors (Wong et al., 2017; Ljubimov and Saghizadeh, 2015).

Several studies have revealed cross-talks between the stromal and epithelial layers during corneal development and regeneration (AbuSamra et al., 2019; Dziasko and Daniels, 2016). Growth factors secreted by keratocytes, particularly Wnt and EGF, promote epithelial cell proliferation via transcription factors such as β-catenin and Pax6 (Nakatsu et al., 2011; Ouyang et al., 2014; McClintock and Ceresa, 2010; Kumar and Duester, 2010). In addition, keratocytes and immune cells also secrete cytokines, such as IL6, to promote epithelial cell proliferation during repair (Notara et al., 2010). On the other hand, corneal epithelial cells secrete fibroblast growth factors (FGF) to promote stromal cell proliferation (Vauclair et al., 2007). Still, how corneal epithelial and stromal layers interact under pathological conditions is not well understood.

Many environmental insults to the cornea are potential activators of NF-κB, which is a central player in the inflammatory response and cell proliferation and survival (Taniguchi and Karin, 2018; Eluard et al., 2020). Previous studies have reported NF-κB activation in corneal epithelial cells, macrophages, and keratocytes, which is required for cytokine production, corneal regeneration, and fibrosis (Zhou et al., 2021; Nakano et al., 2018; Lennikov et al., 2018; Orita et al., 2013; Oh et al., 2012; Chen et al., 2016). NF-κB activation may promote corneal healing via upregulating the expression of CCCTC-binding factors in epithelial cells (Wang et al., 2013). To further understand the functions of the NF-κB pathway in corneal homeostasis and regeneration, we ablated *Rela*, which encodes a subunit of canonical NF-κB signaling complex, in K14^+^ CESCs or keratocytes. While *Rela* ablation in keratocytes did not affect corneal homeostasis or regeneration, *Krt14-Cre; Rela^f/f^* mice showed age-dependent deterioration in the epithelial layer at the central cornea, which triggered an aberrant repair response that led to inflammation, neovascularization, epithelial metaplasia, and plaque formation at the central cornea. Interestingly, these corneal phenotypes were largely recapitulated in naturally aged mice, associated with decreased NF-κB activation and RelA expression. Mechanistically, NF-κB positively regulated *Aldh1a1* transcription and retinoic acid (RA) synthesis from vitamin A and that the development of corneal phenotypes in *Rela*-deficient mice or naturally aged mice was largely prevented by RA administration. While vitamin A deficiency is known to cause night blindness, corneal ulcers, and eye development defects, mainly in children (Smith et al., 2018; Fares-Taie et al., 2013; Srour et al., 2013; Yahyavi et al., 2013; Verhoeven et al., 2013), we show for the first time that RA, the metabolic product of vitamin A, is critical in corneal regeneration and aging in mice, implying that RA has the potential to improve corneal health in adult and aged individuals.

## Results

### *Rela* ablation in K14^+^ CESCs, but not stromal cells, impairs corneal regeneration

The ocular surface is constantly exposed to environmental stimuli, many of which are NF-κB activators (Eluard et al., 2020). Indeed, western blot analysis revealed activation of NF-κB in the corneal tissues of standard housed mice, as indicated by the presence of p-RelA and p-IKKα (Figure 1A). Immunohistochemical staining confirmed nuclear accumulation of RelA in the central region but not much in peripheral or limbal epithelial cells (Figure 1B). Activation of NF-κB signaling was also observed in corneal stromal cells, although to a reduced extent (Figure 1B). NF-κB activation was increased in both epithelial and stromal cells after alkaline burn (Figure 1A, B and Figure 1—figure supplement 1). This finding is consistent with the notion that the basal activity of NF-κB is low but activated during wound healing (Zhang et al., 2017) and suggests that NF-κB is involved in corneal regeneration.

**Figure 1.**
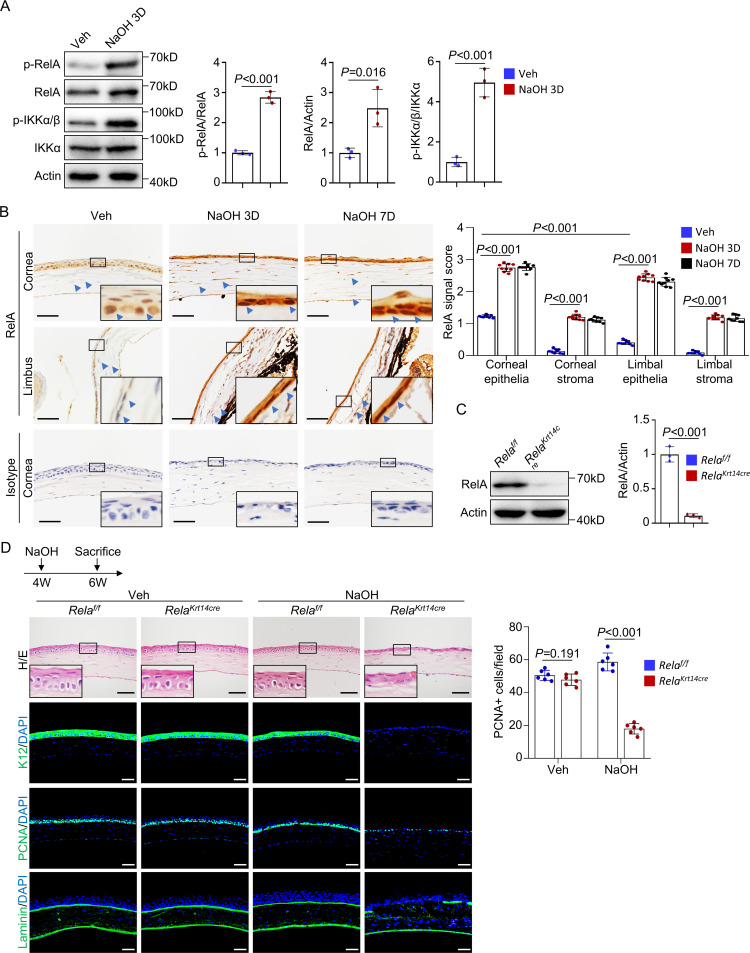
*Rela* ablation in K14^+^corneal epithelial stem cells impaired corneal regeneration. (**A**) Representative western blot results showed enhanced activation of NF-κB in corneal samples during regeneration. The blots were probed with antibodies against RelA, p-RelA, IKKα, or p-IKKα/β. Right panel: quantitation results. n = 3 per group. (**B**) Representative immunohistochemical staining results showed nuclear localization of RelA in epithelial and stromal cells in normal and regenerating corneas. Arrowheads: RelA signals. Scale bar, 50 µm. Right panel: quantitation results. n = 3 views/sample × 3 samples per group. (**C**) Western blot results showed that RelA level was drastically reduced in *Krt14-Cre; Rela^f/f^* mouse corneal samples. Right panel: quantitation results. n = 3 per group. (**D**) Histological analyses revealed that cornea repair was defective in *Krt14-Cre; Rela^f/f^* mice. The cornea sections were stained with H/E or antibodies against PCNA, K12, or laminin. Scale bar, 50 µm. Upper panel: diagram showing the time of injury and mouse euthanization. Right panel: quantitation results. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied for (**A, C**), and two-way ANOVA was applied in (**B, D**). p-value<0.05 was considered as statistically significant. Figure 1—source data 1.Numeric data used in Figure 1.

**Figure 1—figure supplement 1.**
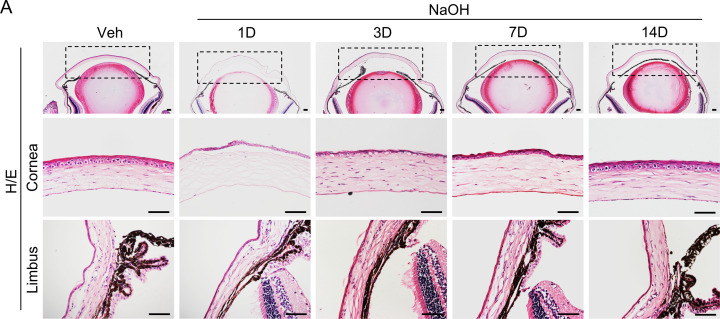
The corneal regeneration process after alkaline burn. Histological analysis showed the regeneration process of the cornea following NaOH burn in normal mice. Scale bar, 50 µm.

**Figure 1—figure supplement 2.**
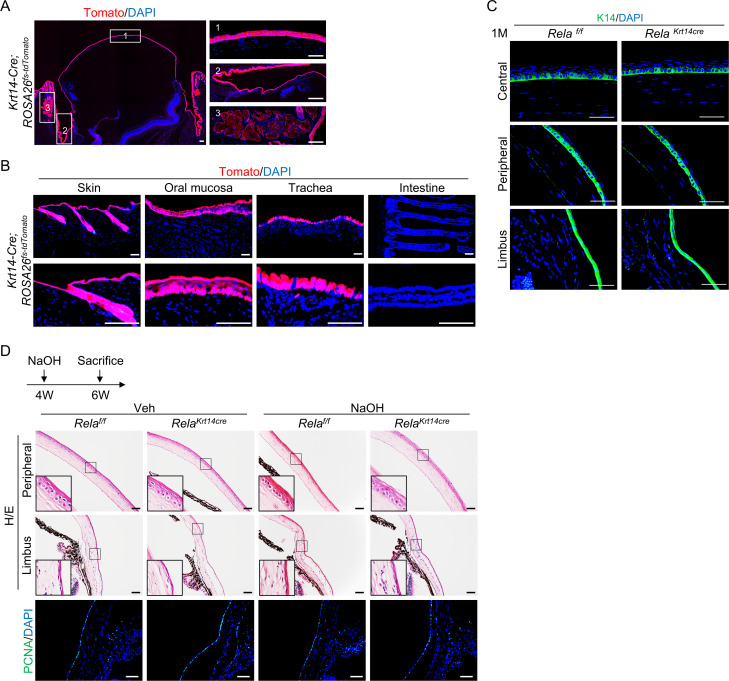
Tracing results of *Krt14-Cre; ROSA26^fs-tdTomato^* mice. (**A**) Lineage tracing in *Krt14-Cre; ROSA26^fs-tdTomato^* mice confirmed marking of corneal epithelial cells, limbal corneal epithelial stem cells, conjunctiva, and meibomian glands. Scale bar, 50 µm. (**B**) Lineage tracing in oral mucosa, trachea, and small intestine of *Krt14-Cre; ROSA26^fs-tdTomato^* mice. Scale bar, 50 µm. (**C**) Normal expression of K14 in central and peripheral cornea and the limbus of young *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. (**D**) Representative histological analyses showed that cell proliferation in the limbal region was not affected in *Krt14-Cre; Rela^f/f^* mice during regeneration. Scale bar, 50 µm.

**Figure 1—figure supplement 3.**
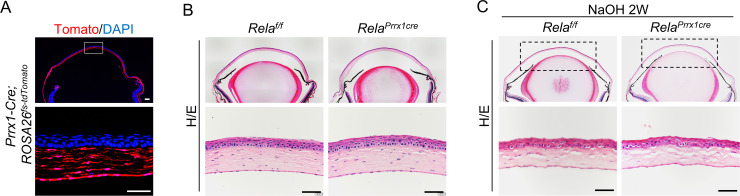
Deletion of *Rela* in stromal cells did not affect corneal homeostasis or regeneration. (**A**) Genetic tracing experiments using *Prrx1-Cre; ROSA26^fs-tdTomato^* mice revealed that Prrx1 marked corneal stromal cells. Scale bar, 50 µm. (**B**) The histology of the cornea was normal in adult *Prrx1-Cre; Rela^f/f^* mice compared to control mice. Scale bar, 50 µm. (**C**) No difference was observed in corneal regeneration in adult *Prrx1-Cre; Rela^f/f^* and control mice. Scale bar, 50 µm.

We then crossed *Rela^f/f^* and *Krt14-Cre* mice to generate *Krt14-Cre; Rela^f/f^* mice to study the functions of canonical NF-κB signaling in corneal epithelial homeostasis. Consistent with previous studies (Zhao et al., 2008), lineage tracing with *Krt14-Cre; ROSA26 ^fs-tdTomato^* mice showed Tomato^+^ labeling of corneal epithelial cells, limbal CESCs, conjunctiva, and meibomian glands, as well as the skin, oral mucosa, and trachea but not intestinal epithelial cells (Figure 1—figure supplement 2A, B). The corneas of young *Krt14-Cre; Rela^f/f^* mice appeared normal up to 6 weeks of age (Figure 1C , D), suggesting that the canonical NF-κB pathway is dispensable for corneal epithelial development and early postnatal growth. In the mutant mice, expression of K14, a CESC marker, was not affected in central or peripheral cornea or the limbus (Figure 1—figure supplement 2C), suggesting that the genetic manipulation of the *Krt14* or *Rela* locus or *Rela* ablation does not affect K14 expression.

When 4-week-old *Krt14-Cre; Rela^f/f^* mice were subjected to alkaline burn on the ocular surface, severe defects in corneal wound healing were observed (Figure 1D). We used 4-week-old mice to exclude possible effects of corneal growth defects on regeneration as the corneas of *Krt14-Cre; Rela^f/f^* mice started to show anomalies at 6 weeks of age. Unlike the controls, the regenerated corneal epithelium lacked a basal layer and epithelial basement membrane (Figure 1D). Immunostaining revealed the absence of differentiation marker K12, decreased numbers of PCNA^+^ proliferating cells, and disrupted Laminin^+^ basement membrane at the injury sites, although these anomalies were not observed in the peripheral or limbal epithelia (Figure 1D and Figure 1—figure supplement 2D). Overall, these results indicate that *Rela* ablation impairs central corneal epithelial cell proliferation and differentiation during regeneration.

To study the function of RelA in keratocytes, we generated *Prrx1-Cre; Rela^f/f^* mice. Prrx1 is a marker for mesenchymal stromal cells, and the *Prrx1-Cre* mice have been widely used to study skeletal development (Logan et al., 2002). Our genetic tracing with *Prrx1-Cre; ROSA26^fs-tdTomato^* mice revealed that Prrx1 marked most corneal stromal cells (Figure 1—figure supplement 3A). *Prrx1-Cre; Rela^f/f^* mice had a normal corneal structure, and the healing process after alkaline burn injury was normal compared to that of controls (Figure 1—figure supplement 3B, C). A previous study showed that the deletion of *Ikkb*, which encodes a kinase required for activation of both canonical and noncanonical NF-κB pathways, in keratocytes (via *Keratocan-Cre*) impaired corneal repair but not maintenance (Chen et al., 2016). These results suggest that the non-canonical rather than the canonical NF-κB pathway in stromal cells plays a role in corneal regeneration.

### *Rela* ablation causes age-dependent epithelial deterioration at the central cornea

Further analysis of *Krt14-Cre; Rela^f/f^* mice revealed age-dependent changes in corneal structures, including visible plaques at the central cornea by 6 months of age (Figure 2A). Histological analysis showed that the mutant mice had largely normal corneas up to 1.5 months of age. However, at 2 months of age, the mutant mice showed basal cell atrophy at the central cornea, and the degenerative changes expanded to suprabasal cells at the age of 2.5 months (Figure 2B). By 3 months of age, the central corneal epithelium had disappeared. In 2-month-old mutant mice, the central cornea had fewer PCNA^+^ or p63^+^ cells and showed decreased expression of K12 at the mRNA and protein levels (Figure 2C–E). However, the number of apoptotic cells, which were mainly detected at the central region, remained similar between the mutant and control mice (Figure 2—figure supplement 1). The integrity of the epithelial layer was disrupted as the corneal epithelial layer could be scraped off more easily in mutant mice than in control mice (Figure 2F). In addition, we observed drastic LC-biotin diffusion from outside the epithelial layer into the stroma in 2- but not 1-month-old mutant mice (Figure 2G).

**Figure 2.**
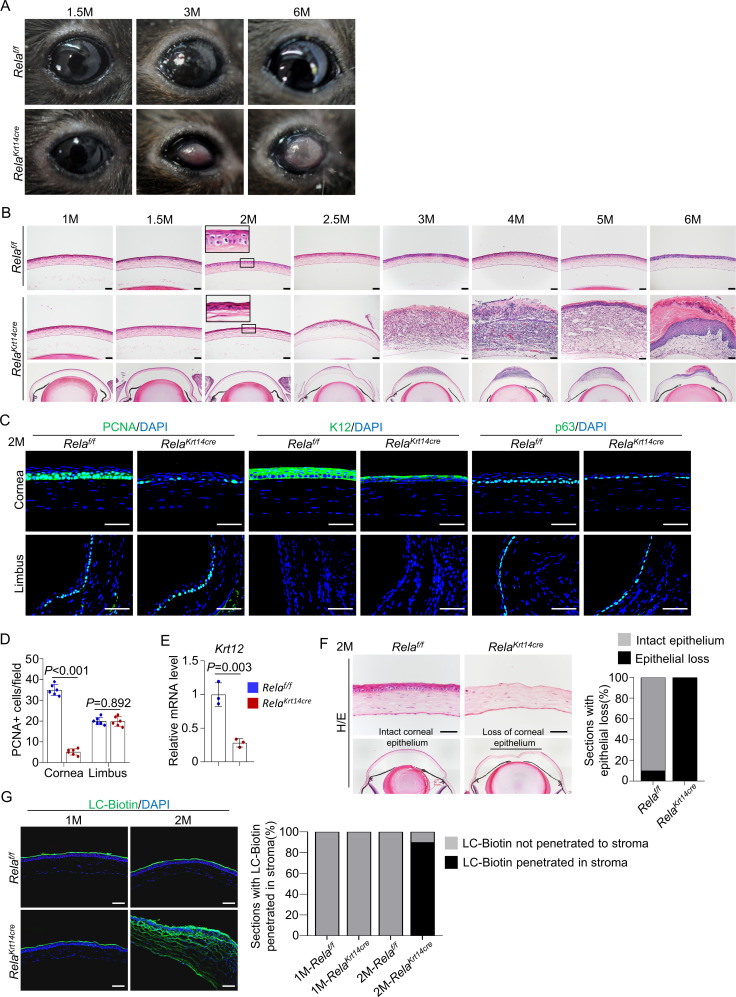
*Rela* ablation causes age-dependent epithelial deterioration and plaque formation at the central cornea. (**A**) Representative images showed the plaques formed at the central cornea of all 6-month-old *Krt14-Cre; Rela^f/f^* mice. n = 10 per group. (**B**). Representative H/E staining results showed an age-dependent change in cornea structures of *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. (**C**). Representative immunostaining results showed that both epithelial proliferation and differentiation were defective in 2-month-old *Krt14-Cre; Rela^f/f^* mice. Cornea sections were stained for PCNA, p63, or K12. Scale bar, 50 µm. (**D**). Quantitation data of PCNA^+^ proliferating cells. n = 6 per group. (**E**). qPCR analysis showed that *K12* mRNA levels were decreased in 2-month-old *Krt14-Cre; Rela^f/f^* mouse corneal epithelial samples compared to control samples. n = 3 per group. (**F**). Corneal fragility assay showed that corneal epithelial layer was scraped off more easily in mutant mice than control mice. Scale bar, 50 µm. Right panel: quantitation results. n = 10 per group. (**G**). LC-biotin staining assays showed that the integrity of the epithelial layer was disrupted in 2- but not 1-month-old *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. Right panel: quantitation results. n = 10 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**D, E**). p-value<0.05 was considered as statistically significant. Figure 2—source data 1.Numeric data used in Figure 2.

**Figure 2—figure supplement 1.**
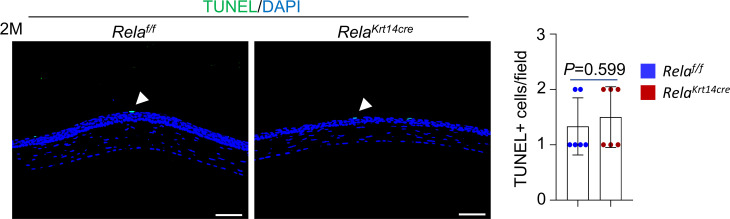
Corneal epithelia shown no alteration in apoptosis in *Krt14-Cre; Rela^f/f^* mice. TUNEL analysis showed normal apoptosis rate in the cornea of 2-month-old *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in Figure 2—figure supplement 2. p-value<0.05 was considered as statistically significant. Figure 2—figure supplement 1—source data 1.Numeric data used in Figure 2—figure supplement 1.

**Figure 2—figure supplement 2.**
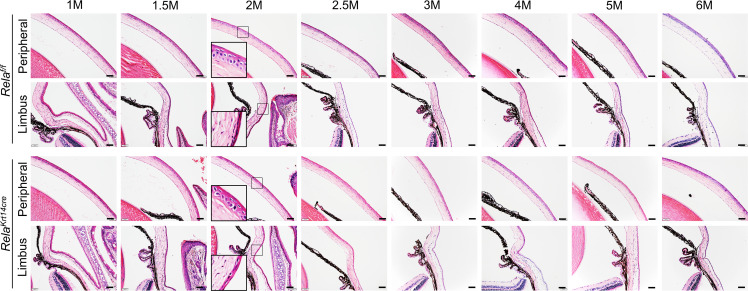
The peripheral and limbal regions appeared normal in *Krt14-Cre; Rela^f/f^* mice. Representative H/E staining results showed no changes in peripheral and limbal structures of *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm.

Interestingly, the peripheral and limbal regions appeared unaltered in *Krt14-Cre; Rela^f/f^* mice (Figure 2—figure supplement 2), and the numbers of PCNA^+^ proliferating cells and p63^+^ CESCs were similar to those of control mice (Figure 2c). Overall, these findings indicate that RelA is required for corneal epithelial cell proliferation and differentiation mainly at the central cornea under homeostatic and repair conditions. This is consistent with greater activation of NF-κB in the central cornea than the peripheral cornea and limbus (Figure 1B), which may be caused by constant exposure of the central cornea to external environment.

### Stromal remodeling and neovascularization follow epithelial deterioration

The changes in the central corneal epithelium were followed by remodeling of the stroma underneath the epithelial layer in the mutant mice (Figure 2B). Beginning at 3 months of age, we found keratocyte hyperproliferation, leukocyte infiltration, and generation of blood and lymphatic channels, which progressed with advancing age. Immunofluorescent staining further supported the histological results, with the observation of cells that stained positive for CD31, Lyve1, or CD45 in the stroma (Figure 3A). The stromal cells expressed high levels of vimentin (a fibroblast marker) but not αSMA (a myofibroblast and smooth muscle marker) (Medeiros et al., 2018). It also showed increased expression of fibroblast-specific protein 1 (FSP1) and increased Picrosirius red staining signals (Figure 3A and Figure 3—figure supplement 1). These results suggest that stroma expansion was not typical fibrosis in *Krt14-Cre; Rela^f/f^* mice. Stromal remodeling has been observed in mouse models fed a vitamin A-deficient diet or with epithelial-specific *Notch1* ablation (Toshino et al., 2005; Nowell et al., 2016). In *Krt14-Cre; Rela^f/f^* mice, stroma remodeling was likely secondary to deterioration of the epithelial layer as it only occurred after 3 months of age when the epithelial layer had been disrupted (Figure 3—figure supplement 2).

**Figure 3.**
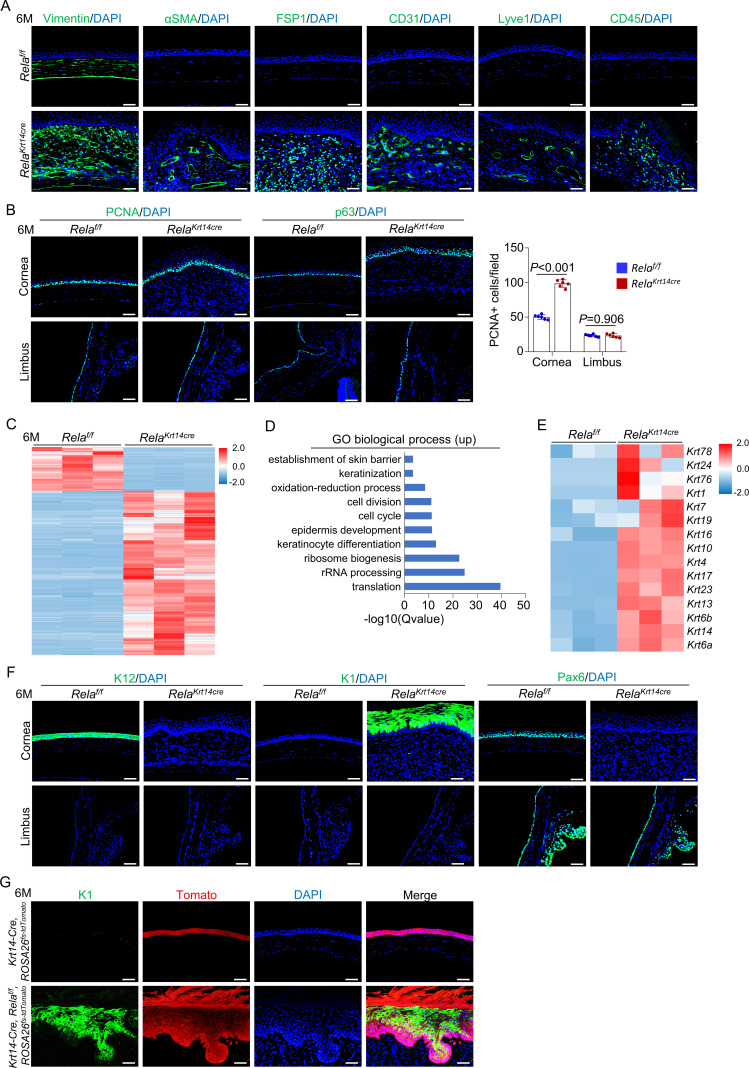
*S*troma remodeling, neovascularization, and metaplasia at central cornea in *Krt14-Cre; Rela^f/f^* mice. (**A**) Representative immunostaining results showed that vimentin, αSMA, FSP1, CD31, Lyve1, and CD45 signals were increased in 6-month-old *Krt14-Cre; Rela^f/f^* mice compared to control mice. Scale bar, 50 µm. (**B**) Representative immunostaining results showed that PCNA and p63 signals were increased at the central cornea but not the limbus in 6-month-old *Krt14-Cre; Rela^f/f^* mice compared to control mice. Scale bar, 50 µm. Right panel: quantitation data. n = 6 per group. (**C**) Heatmap of top 2000 genes expressed in the corneal epithelia of 6-month-old *Krt14-Cre; Rela^f/f^* mice compared to control mice. n = 3 per group. (**D**) GO biological process analysis of upregulated genes in the mutant samples. (**E**) Heatmap of keratin genes expressed in corneal epithelial samples of 6-month-old *Krt14-Cre; Rela^f/f^* mice compared to control mice. n = 3 per group. (**F**) Representative immunostaining results for K12, K1, and Pax6 in the corneal epithelia of 6-month-old *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. (**G**) Tracing of Tomato^+^ cells revealed that K1-expressing dermal-like cells were derived from K14^+^ cells. Six-month-old *Krt14-Cre; Rela^f/f^; ROSA26^fs-tdTomato^* mice were used. Scale bar, 50 µm. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**B**). p-value<0.05 was considered as statistically significant. Figure 3—source data 1.Numeric data used in Figure 3.

**Figure 3—figure supplement 1.**
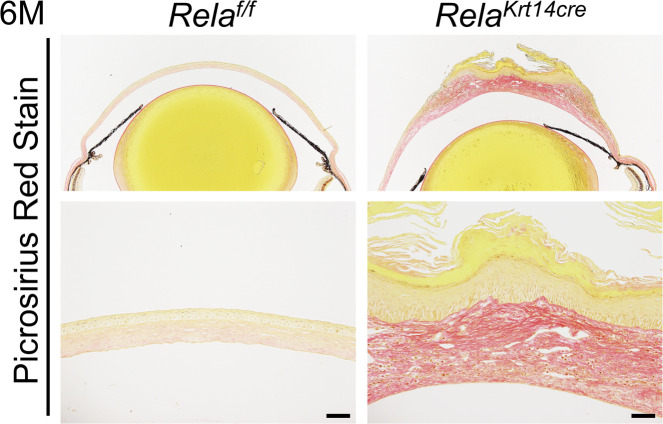
*Krt14-Cre; Rela^f/f^* mice showed fibrosis in the cornea. Representative Picrosirius sating results of the corneas of the mutant and control mice at 6 months of age. Scale bar, 50 µm.

**Figure 3—figure supplement 2.**
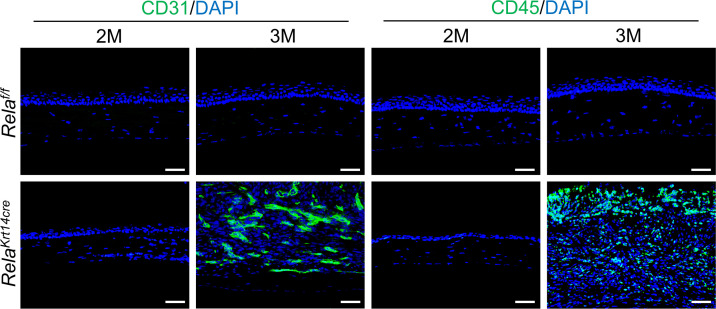
*Krt14-Cre; Rela^f/f^* mice showed blood vessels formation and immune cell infiltration at 3 but not 2 months of age. Representative immunostaining revealed that *Krt14-Cre; Rela^f/f^* mice showed blood vessels (CD31^+^) formation and immune cell infiltration (CD45^+^) at 3 but not 2 months of age. Scale bar, 50 µm.

**Figure 3—figure supplement 3.**
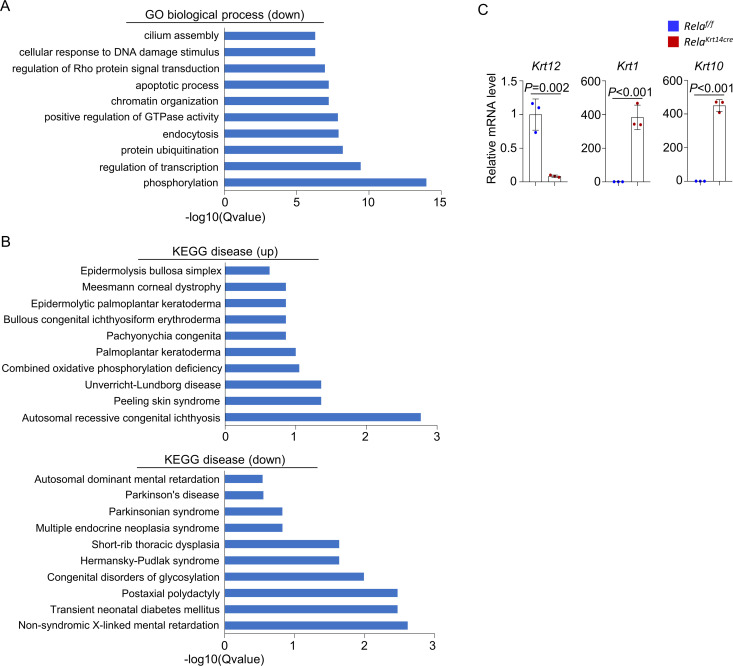
RNA-seq results of corneal samples of 6-month-old *Krt14-Cre; Rela^f/f^* and control mice. (**A**) GO biological process analysis of downregulated genes in the corneal epithelial samples of the mutant mice. (**B**) KEGG disease analysis of up- or downregulated genes in the corneal epithelial samples of the mutant mice. (**C**) Quantitative PCR analysis of *K12*, *K1*, and *K10* in corneal epithelial samples of 6-month-old *Krt14-Cre; Rela^f/f^* and control mice. n = 3 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**C**). p-value<0.05 was considered as statistically significant. Figure 3—figure supplement 3—source data 1.Numeric data used in Figure 3—figure supplement 3.

**Figure 3—figure supplement 4.**
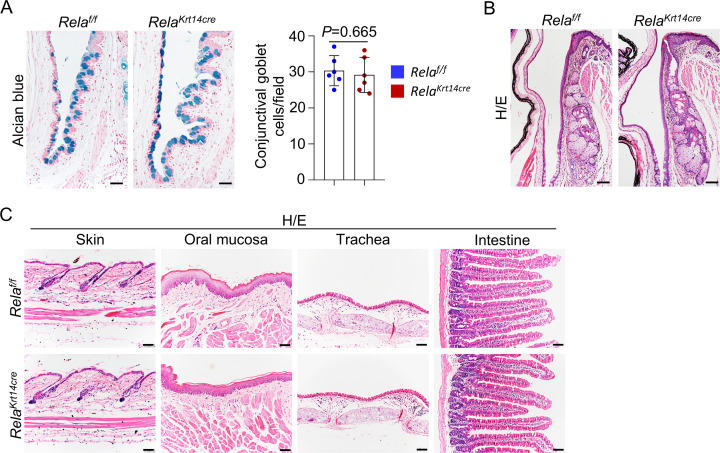
Other tissues marked by K14 were normal in 6-month-old *Krt14-Cre; Rela^f/f^* mice. (**A**) Alcian blue staining showed that *Rela* ablation did not affect the structure of the conjunctiva. Right panel: quantitation data of goblet cells. Scale bar, 50 µm. n = 6 per group. (**B**) H/E staining showed that *Rela* ablation did not affect the structure of meibomian glands. Scale bar, 50 µm. (**C**) H/E staining showed that *Rela* ablation did not affect the structure of skin, oral mucosa, trachea, or small intestinal epithelial cells. Scale bar, 50 µm. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**A**). p-value<0.05 was considered as statistically significant. Figure 3—figure supplement 4—source data 1.Numeric data used in Figure 3—figure supplement 4.

### Epithelial cells convert to epidermal cells and form plaques at the central cornea

Intriguingly, a new layer of epithelium formed at 5 months of age in the mutant mice. By 6 months, the central cornea was covered by a thick layer of keratin and epithelium with invagination into the underlying stroma (Figure 2B), which are features characteristic of hyperproliferative skin. This finding is consistent with our observation that more basal cells and cells immediately above the basal cells, but not limbal cells, were positive for PCNA (Figure 3B).

To examine the identity and features of the newly formed epithelium, we separated the epithelial layers of 6-month-old *Krt14-Cre; Rela^f/f^* and age-matched control mice and performed RNA-seq analysis (Figure 3C and Figure 3—figure supplement 3A, B). We found that the most highly enriched genes in the mutant samples were epidermal-related genes, in addition to protein synthesis and cell cycle genes (Figure 3D, E and Figure 3—figure supplement 3C). Immunostaining confirmed the switch from the expression of corneal epithelium-specific K12 to epidermal-specific K1 and loss of Pax6 expression (Figure 3F), confirming the occurrence of metaplasia in corneal epithelial cells.

Next, we generated *Krt14-Cre; Rela^f/f^; ROSA26 ^fs-tdTomato^* mice. Tracing at 6 months of age revealed that the excessively proliferative dermal-like cells were all Tomato^+^ (Figure 3G), indicating that these cells were derived from either the remaining K14^+^ cells at the central cornea or K14^+^ cells at the peripheral cornea. Corneal cell metaplasia has been observed in mouse models of chronic inflammation, *Pax6-*deficient mice, or in mice fed a vitamin A-deficient diet and is believed to occur in stem cells or progenitor cells (Ouyang et al., 2014; Vauclair et al., 2007; Nowell et al., 2016; Chen et al., 2009). Collectively, these data suggest that epidermal-like cells originate from corneal epithelial progenitors, which undergo metaplastic changes in the central region in the presence of remodeling stroma in *Krt14-Cre; Rela^f/f^* mice.

Although genetic tracing showed the presence of K14-labeled epithelial cells in the conjunctiva, meibomian glands, and epithelial cells of many other organs (Figure 1—figure supplement 2A, B), *Rela* ablation did not affect conjunctiva or meibomian glands, as well as the overall structure of the skin, oral mucosa, trachea, or intestine epithelia (Figure 3—figure supplement 4A–C). These results suggest that the effects of RelA are restricted to the central cornea, which may be caused by mitogenic signals secreted by the remodeling stroma, in cooperation with environmental cues.

### RelA is required for corneal epithelial proliferation and differentiation in vitro

To validate the roles of RelA in corneal epithelial cell proliferation and differentiation, we isolated corneal epithelial cells and briefly expanded them in proliferation medium (KSFM) before switching them to the differentiation medium. We found that *Rela^-/-^* cells showed drastic defects in proliferation, as indicated by a reduction in the number of PCNA^+^ cells, and differentiation, as indicated by decreased expression of K12 at the mRNA and protein levels (Figure 4—figure supplement 1A, B). However, the epidermal markers K1 and K10 were not detectable in *Rela^-/-^* or control cultures (Figure 4—figure supplement 1C). These results confirm the positive roles of RelA in corneal epithelial cell proliferation and differentiation and suggest that the subsequent epidermal conversion and plaque formation may not be cell autonomous. Rather, niche molecules provided by the stroma may play an important role in these events.

### *Rela* ablation suppresses *Aldh1a1* expression and RA synthesis

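The corneal epithelial layer of 3 *Krt14-Cre; Rela f/f* mice and 3 control mice, all 2 months old, was profiled by bulk RNA-seq, in which the RNA of all cells of a sample is sequenced together. *Krt14-Cre* expresses a recombinase in cells that use the keratin 14 promoter and removes the floxed part of *Rela*, which encodes the RelA subunit of NF-κB. The authors removed rRNA, sequenced single-end reads of 50 bases on a BGISEQ-500 instrument, filtered the reads with SOAPnuke, aligned them with Bowtie2 and estimated expected counts and FPKM per gene with RSEM. Expected counts divide a read that fits several genes among them, so they need not be whole numbers. In the deposited table of 17554 genes, the expected counts summed to 19662491, 19492942 and 19529122 in the control samples and to 19498691, 19554994 and 19733834 in the mutant samples, so the groups did not differ in depth. At these totals 3 counts, taken as the smallest number that shows a gene, equal 0.152 to 0.154 CPM. This limit covers counting error only, since reads copied by PCR are not independent molecules. At least 1 count was given to 15504, 15479 and 15416 genes in the control samples and to 15915, 15711 and 15760 genes in the mutant samples. The gene with the most counts was *Krt12* in each sample, with 3.1% to 3.85% of the total. Expected counts were rounded to whole numbers, scaled by the TMM method and compared between the genotypes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12667 genes that passed edgeR's filter on low counts. FPKM values, which are scaled by transcript length and by the total of the sample, were used as deposited. Differentially expressed genes were called at the thresholds of the paper's methods, an adjusted p of at most 0.001 and a fold change of at least 2. The filter, the scaling and the test could each change these calls. With 3 samples per genotype, an exact permutation test of a single gene cannot give a two-sided p below 0.1.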

To further understand the mechanisms underlying *Rela* deletion-induced corneal defects, we isolated mRNA from the corneal epithelial cells of 2-month-old *Krt14-Cre; Rela^f/f^* and control mice and performed bulk RNA-seq analysis. *Rela* ablation drastically affected the gene expression of corneal epithelial cells (Figure 4A). 

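*Rela* (gene 19697), on chromosome 19 of GRCm38 from 5635891 to 5649631, had an FPKM of 36.5, 34.7 and 33.4 in the control samples and of 4.93, 5.53 and 5.72 in the mutant samples. Its mean FPKM was 34.9 ± 1.5 (SD, n = 3) in control mice and 5.39 ± 0.41 (SD, n = 3) in mutant mice, and its log2 fold change was -2.75 (standard error 0.085, adjusted p = 5.5e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 230 and 270 counts of *Rela* remained in each mutant sample. In the whole table, 173 genes were differentially expressed, 166 of them higher and 7 lower in the mutant samples. Without the fold change threshold, 1678 genes had an adjusted p under 0.05 in the same edgeR test, of which 991 were higher and 687 lower. The number of differentially expressed genes moved most with counts summed per genotype, a test without the spread between mice, which gave 515 genes, and the lowest number was 36, with the control sample 2 left out. The first principal component of the log2 CPM held 65.7% of the variance and separated the genotypes. The differentially expressed genes whose mutant values all lay beyond the control values were ranked by log2 fold change. Their largest rises were those of *Sprr1b*, *Dynap*, *Fosl1*, *Ptgs2* and *Mmp13*, each with 3 or fewer counts in every control sample. Against the level of 3 counts, the mean of *Sprr1b*, which encodes a small proline-rich protein, was at least 1324-fold higher in the mutant samples (FPKM 262 ± 84, SD, n = 3). The mean of *Ptgs2* was at least 152-fold higher, that of *Mmp13* at least 148-fold and that of *Dynap* at least 106-fold. Single mutant samples can lie below these folds of the mean. Their counts ran from 133 to 670 for *Ptgs2* and from 188 to 475 for *Dynap*. The mean of *Fosl1*, whose exons overlap those of *Ccdc85b* over 57.2% of their bases, was at least 13.9-fold higher. Among the same differentially expressed genes, the largest falls after *Rela* were those of *Aldh1a1*, *Cyp26b1*, *Nov* and *Cyp2b19*. *Cyp26b1* fell from an FPKM of 67.1 ± 18.2 to 19.0 ± 4.8 (SD, n = 3 each). *Nov* fell by 1.74 and *Cyp2b19* by 1.54 on the log2 scale (adjusted p = 7.7e-04 and 7.9e-04 from the same edgeR test).

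**Figure D1:**
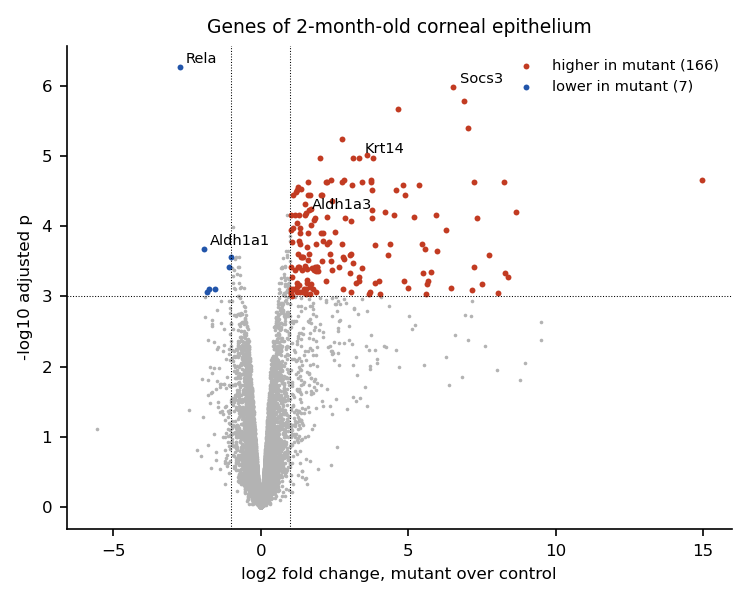
Each point is 1 of the 12667 genes tested, with the log2 fold change of mutant over control samples on the x axis and -log10 of the adjusted p from edgeR on the y axis. Dotted lines mark an adjusted p of 0.001 and a fold change of 2, with the 166 genes higher in the mutant samples in red and the 7 lower genes in blue.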

Gene ontology (GO) and kyoto encyclopedia of genes and genomes (KEGG) analyses revealed that *Rela* ablation led to a severe reduction in the expression of the RA synthesis enzyme Aldh1a1, as well as pathways that control cell proliferation, wound healing, and inflammation (Figure 4B, C), consistent with our in vivo results. 

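*Aldh1a1* (gene 11668) lies on chromosome 19 of GRCm38 from 20492174 to 20643462, on the plus strand. The FPKM of *Aldh1a1* was 63.5, 92.7 and 89.0 in the control samples and 16.8, 26.5 and 20.8 in the mutant samples, so that each mutant sample was below each control sample (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 samples allow). The log2 fold change was -1.94 (standard error 0.18, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It moved most when the mutant sample 2 was left out, to -2.13. Of the 50-base windows of the *Aldh1a1* transcripts, 6.54% also occur in transcripts of *Aldh1a7*. The sum of the normalized counts of both genes changed by -1.78 on the log2 scale. Of the terms for wound healing and inflammation, the median log2 fold change over members was 0.14 for the 79 tested genes of wound healing and 0.15 for the 173 tested genes of inflammatory response. Both medians were positive, that is, higher in the mutant samples (adjusted p = 0.016 and 1.3e-04 from limma's camera test, corrected over the 17 terms of Fig. 4B). For proliferation, the median over the 122 tested genes of the KEGG pathway Cell cycle was 0.10 (adjusted p = 0.039 from camera over 7 gene lists), with 77 genes higher and 45 lower. DNA replication had a median of 0.16 over 35 genes, of which 29 were higher and 6 lower (adjusted p = 0.0073 from the same camera test). From the KEGG and GO analyses, the paper states that *Rela* ablation severely reduced Aldh1a1 and pathways of proliferation, wound healing and inflammation, and from the lower Aldh1a1 mRNA and protein it proposes that RA synthesis is defective in the mutant corneas.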

RA is synthesized from vitamin A via two steps, and the first step is catalyzed by ADH/RDH, while the second step is catalyzed by Aldh1a1-3 (Ghyselinck and Duester, 2019). RA binds to RA receptors (RARs) and RA X receptors (RXRs) to control gene expression. RA is known to play important roles in corneal development and epithelial cell differentiation, and vitamin A deficiency causes night blindness, corneal ulcers, and keratomalacia, mainly in children (Kastner et al., 1994; Lassen et al., 2007; Kim et al., 2012; Macsai et al., 1998). Whole-body deletion of *Aldh1a* genes causes xerophthalmia, as well as thinning of the stromal layer in young mice, which is followed by reduced proliferation and increased apoptosis of epithelial cells (Kumar et al., 2017). We confirmed that the mRNA levels *Aldh1a1* were decreased in *Rela*-deficient corneal samples (Figure 4D). Western blot and immunostaining confirmed decreased Aldh1a1 expression at the protein level in *Rela-*deficient samples (Figure 4E, F). These results suggest that RA synthesis is defective in the corneas of *Krt14-Cre; Rela^f/f^* mice. Immunostaining revealed reduced expression of Aldh1a1 in the limbus and conjunctiva while the meibomian glands do not express Aldh1a1 (Figure 4F and Figure 4—figure supplement 2). The observation that the limbus and conjunctiva did not show obvious defects in *Krt14-Cre; Rela^f/f^* mice indicates that the function of RA is also restricted to the central cornea.

**Figure 4.**
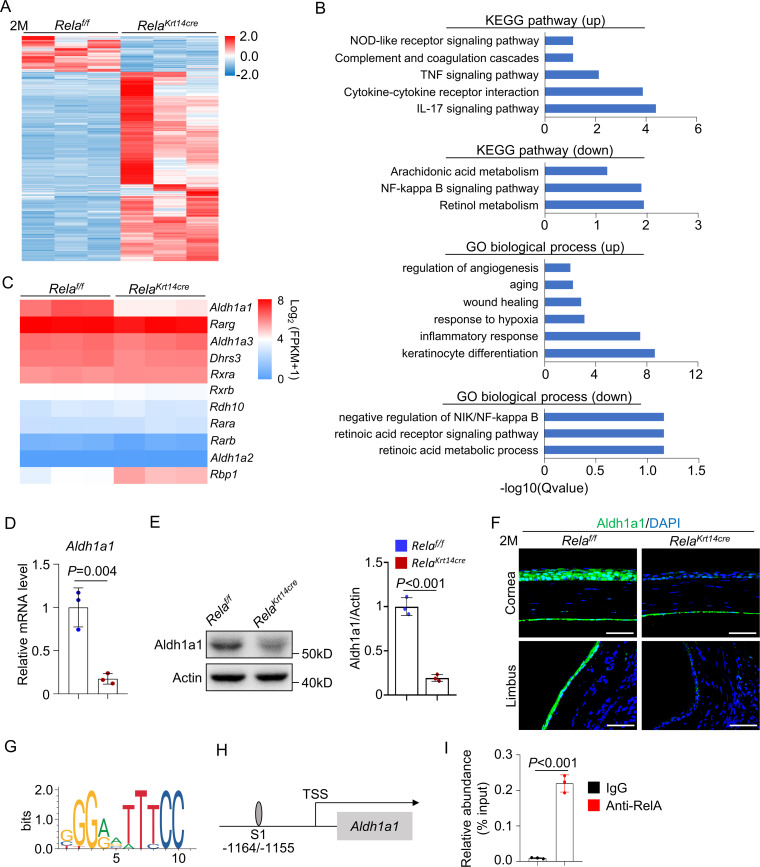
*Rela* ablation suppresses expression of retinoic acid synthesis enzyme Aldh1a1. (**A**) Heatmap of transcriptomes of corneal epithelial samples of 2-month-old *Krt14-Cre; Rela^f/f^* and control mice. n = 3 per group. (**B**) KEGG analysis and GO analysis of corneal epithelial cells of 2-month-old *Krt14-Cre; Rela^f/f^* and control mice. Both upregulated (up) and downregulated (down) pathways or modules were presented. (**C**) Heatmap of retinoic acid synthesis genes in corneal epithelial cells of 2-month-old *Krt14-Cre; Rela^f/f^* mice compared to control mice. n = 3 per group. (**D**) Quantitative PCR showed downregulation of *Aldh1a1* expression in corneal epithelial samples of *Krt14-Cre; Rela^f/f^* mice. n = 3 per group. (**E**) Representative western blot results showed that Aldh1a1 protein level was reduced in corneal samples of *Krt14-Cre; Rela^f/f^* mice. Right panel: quantitation data. n = 3 per group. (**F**) Representative immunostaining results showed downregulation of Aldh1a1 in *Krt14-Cre; Rela^f/f^* mouse cornea. Scale bar, 50 µm. (**G**) Sequence logos of 10-mer RelA-binding motif. (**H**) Schematic presentation of the putative RelA-binding site in the promoter region of *Aldh1a1*. (**I**) Quantitative PCR analysis of the immunoprecipitated DNA showed that *Aldh1a1* promoter had a RelA-binding site. n = 3 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**D, E, I**). p-value<0.05 was considered as statistically significant. Figure 4—source data 1.Numeric data used in Figure 4.

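The KEGG pathways and GO biological processes were taken from the annotation columns of the deposited table, and each was tested with the hypergeometric distribution, as in the paper's methods, among the tested genes that carry an annotation of that kind. For the 17 terms of Fig. 4B, the adjusted p of the enrichment was at most 0.01 in the figure's direction for 1 term, Retinol metabolism. This pathway held 3 of the 5 lower genes with a KEGG annotation, *Aldh1a1*, *Cyp26b1* and *Cyp2b19*, where 0.036 were expected (adjusted p = 9.2e-04 over 265 pathways, hypergeometric test on genes called with edgeR). With DESeq2 in place of edgeR this pathway had an adjusted p of 0.049, and 5 other terms were at most 0.01. The number of terms moved most, to 6, with counts summed per genotype, with all genes at an adjusted p under 0.05, and with an enrichment threshold of 0.05. The term closest to the threshold among the upregulated pathways was Complement and coagulation cascades, with 5 differentially expressed genes against 0.45 expected (adjusted p = 0.019, hypergeometric test on edgeR calls). IL-17 signaling pathway held 6 genes against 0.95 expected, and TNF signaling pathway 6 against 1.5. *Socs3*, a member of the TNF signaling pathway, had a log2 fold change of 6.54 (adjusted p = 1.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In keratinocyte differentiation, 6 genes were found against 0.7 expected (adjusted p = 0.054, hypergeometric test on edgeR calls), among them *Sprr1a* and *Sprr3*. Over all 3924 GO processes, keratinization had the smallest adjusted p, with 8 of its 28 tested genes higher in the mutant samples (adjusted p = 5.9e-06, hypergeometric test on edgeR calls). With no threshold on genes, the median log2 fold change of a term's members had the direction of Fig. 4B in 15 of the 17 terms, and the adjusted p of camera was under 0.05 in 9 of these. The exceptions to the direction were NF-kappa B signaling pathway, with a median of 0.03 over 66 genes, and retinoic acid receptor signaling pathway, with a median of 0.02 over 14 genes. Camera's direction was up for the former (adjusted p = 0.41) and down for the latter (adjusted p = 0.32).

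**Figure D2:**
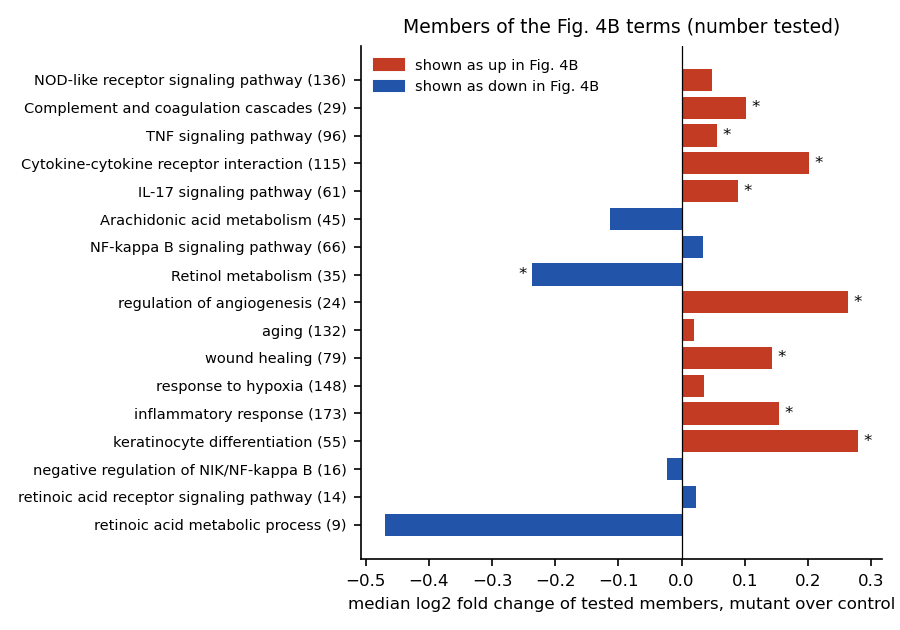
Each bar is the median log2 fold change, mutant over control samples, of the tested members of a term of Fig. 4B, with their number in brackets. Red bars are terms shown as up and blue bars terms shown as down in Fig. 4B, and an asterisk marks an adjusted p under 0.05 in camera over the 17 terms. The blue bars of NF-kappa B signaling pathway and retinoic acid receptor signaling pathway lie above 0.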

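Of the 11 genes of the heatmap in Fig. 4C, 10 had enough counts to be tested, and 3 were differentially expressed, *Aldh1a1* and *Aldh1a3* among them. Corrected over the 10 genes alone, 6 had an adjusted p under 0.05 in the edgeR test. The number of differentially expressed genes moved most with the control sample 2 left out, which gave 0 (the 6 fits that each left out a sample gave 0 to 3). *Aldh1a3* (chromosome 7 of GRCm38, from 66390892 to 66427477), which encodes another aldehyde dehydrogenase of RA synthesis, had an FPKM of 68.4, 63.8 and 70.4 in the control samples and of 220, 159 and 209 in the mutant samples. It was higher in the mutant samples, with a log2 fold change of 1.53 (standard error 0.12, adjusted p = 6.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rarb* fell by 0.84 on the log2 scale, with 36 to 46 counts in the control samples and 15 to 31 in the mutant samples (adjusted p = 0.086 from the same edgeR test), and its exons overlap those of other genes, *Top2b* among them, over 38.4% of their bases. The falls of *Dhrs3* (adjusted p = 0.092) and *Rxrb* (adjusted p = 0.11) were not past a threshold of 0.05 in the edgeR test over all genes. *Aldh1a2* was not detectable at this depth, with 0 counts in each control sample and at most 1 in a mutant sample.

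**Figure D3:**
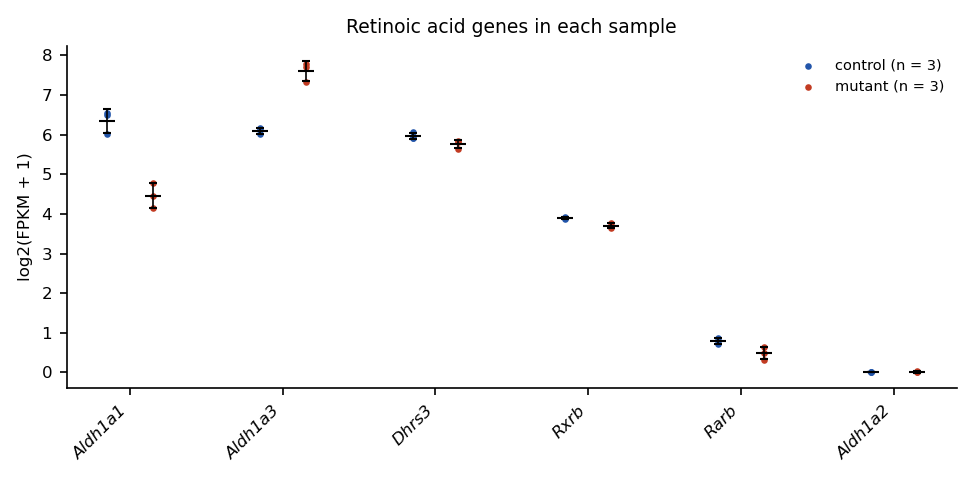
Points are the log2(FPKM + 1) of genes of Fig. 4C, named on the x axis, in each of the 3 control samples (blue) and 3 mutant samples (red), with the mean and SD in black. *Aldh1a1* is lower and *Aldh1a3* is higher in the 3 mutant samples than in the 3 control samples.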

**Figure 4—figure supplement 1.**
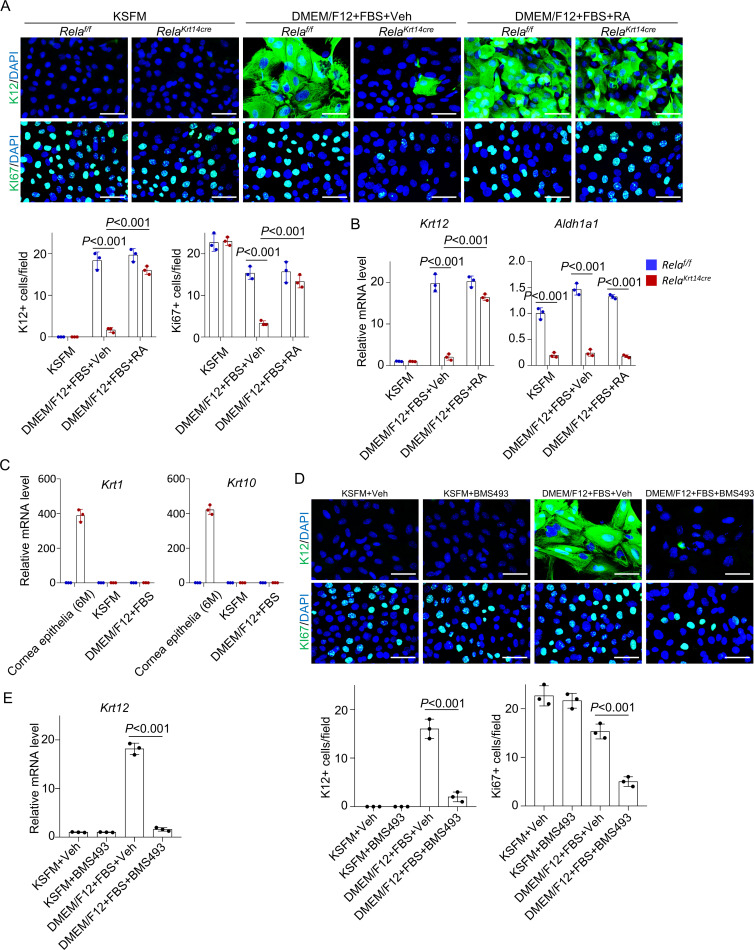
RelA was required for corneal epithelial cell proliferation and differentiation in vitro. (**A**) Representative immunostaining showed defects of proliferation (PCNA) and differentiation (K12) of *Rela^-/-^* corneal epithelial cells when cultured in the differentiation medium, which were rescued by retinoic acid (RA). Scale bar, 50 µm. The lower panels are quantitation data. Five views were counted for each sample. n = 3 per group. (**B**) Quantitative PCR analysis confirmed the decrease of *K12 and Aldh1a1* mRNA levels in *Rela^-/-^* epithelial cells, which were rescued by RA. n = 3 per group. (**C**) Quantitative PCR analysis showed the epidermal markers K1 and K10 were not detectable in *Rela^-/-^* or control cultures. Corneal samples of 6-month-old mutant mice were used as a positive control. n = 3 per group. (**D**) Representative immunostaining showed that addition of inhibitor for RA receptor (BMS493) to normal corneal epithelial cells blocked cell proliferation and differentiation. Scale bar, 50 µm. The lower panels were quantitation data. Five views were counted for each sample. n = 3 per group. (**E**) Quantitative PCR analysis confirmed the decrease in *Krt12* mRNA levels after BMS493 treatment. n = 3 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**C–E**), and two-way ANOVA was applied in (**A, B**). p-value<0.05 was considered as statistically significant. Figure 4—figure supplement 1—source data 1.Numeric data used in Figure 4—figure supplement 1.

**Figure 4—figure supplement 2.**
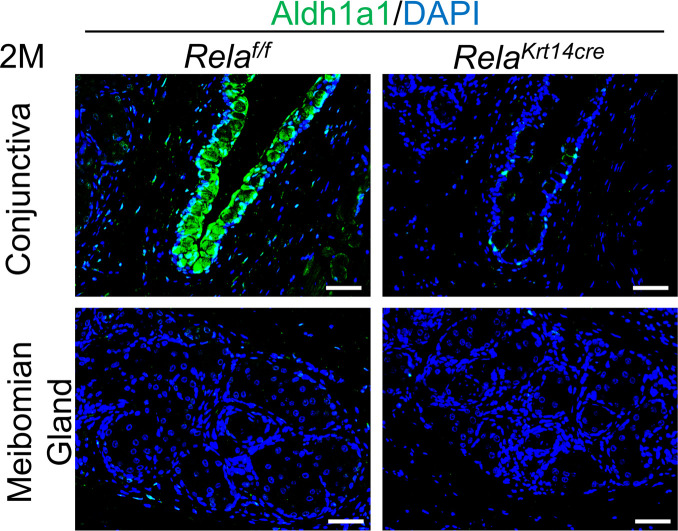
Effects of *Rela* ablation on Aldha1 expression in conjunctiva and meibomian glands. Representative immunostaining results of 2-month-old mouse samples. Scale bar, 50 µm.

We also confirmed the decrease in *Aldh1a1* mRNA in cultured *Rela^-/-^* corneal epithelial cells compared to control cells (Figure 4—figure supplement 1B). Furthermore, we found that the promoter of *Aldh1a1* contained a putative NF-κB binding site (G/CGGA/GATTTCC) between −1164 and −1155 (Figure 4G, H). We then performed chromatin immunoprecipitation (ChIP) assays using anti-RelA antibodies in primary corneal epithelial cells. The ChIP results verified the presence of the NF-κB binding site in the *Aldh1a1* promoter (Figure 4I). Overall, these findings indicate that RelA directly regulates *Aldh1a1* expression in corneal epithelial cells.

### RA rescues *Rela* deletion-induced corneal homeostatic and regenerative defects

In cultured *Rela*^-/-^ corneal epithelial cells, we found that the defects in cell proliferation and differentiation were rescued by adding RA to the medium (Figure 4—figure supplement 1A, B). Moreover, in cultures of normal corneal epithelial cells, addition of an RA receptor inhibitor impaired cell proliferation and differentiation (Figure 4—figure supplement 1D, E). These results indicate that RA mediates the effect of *Rela* deletion on corneal epithelial cell proliferation and differentiation.

To determine whether RA rescues *Rela* ablation-induced corneal phenotypes in vivo, we treated *Krt14-Cre; Rela^f/f^* and control mice with RA for 4.5 months starting at 1.5 months of age. Macroscopically, no corneal plaques were seen in RA-treated mice (Figure 5A). Histological and immunological analyses revealed that 6-month-old RA-treated mutant mice showed normal corneal epithelial and stromal structures (Figure 5B–D). In addition, 1.5 months of RA treatment, starting at 1.5 months of age, prevented thinning and dissolution of the epithelial layer at the central cornea (Figure 5—figure supplement 1A). These results suggest that a reduction in RA synthesis mediates the defects in the central cornea caused by *Rela* ablation. Moreover, when we administered RA to 4-week-old *Krt14-Cre; Rela^f/f^* and control mice with alkaline-induced injury, RA-treated mutant mice were able to regenerate the epithelial layer as effectively as normal mice (Figure 5E, F). Note that the peripheral cornea and limbus were not affected by the injury (Figure 5—figure supplement 1B). Collectively, these findings indicate that canonical NF-κB signaling regulates corneal epithelial homeostasis and regeneration by promoting RA synthesis.

**Figure 5.**
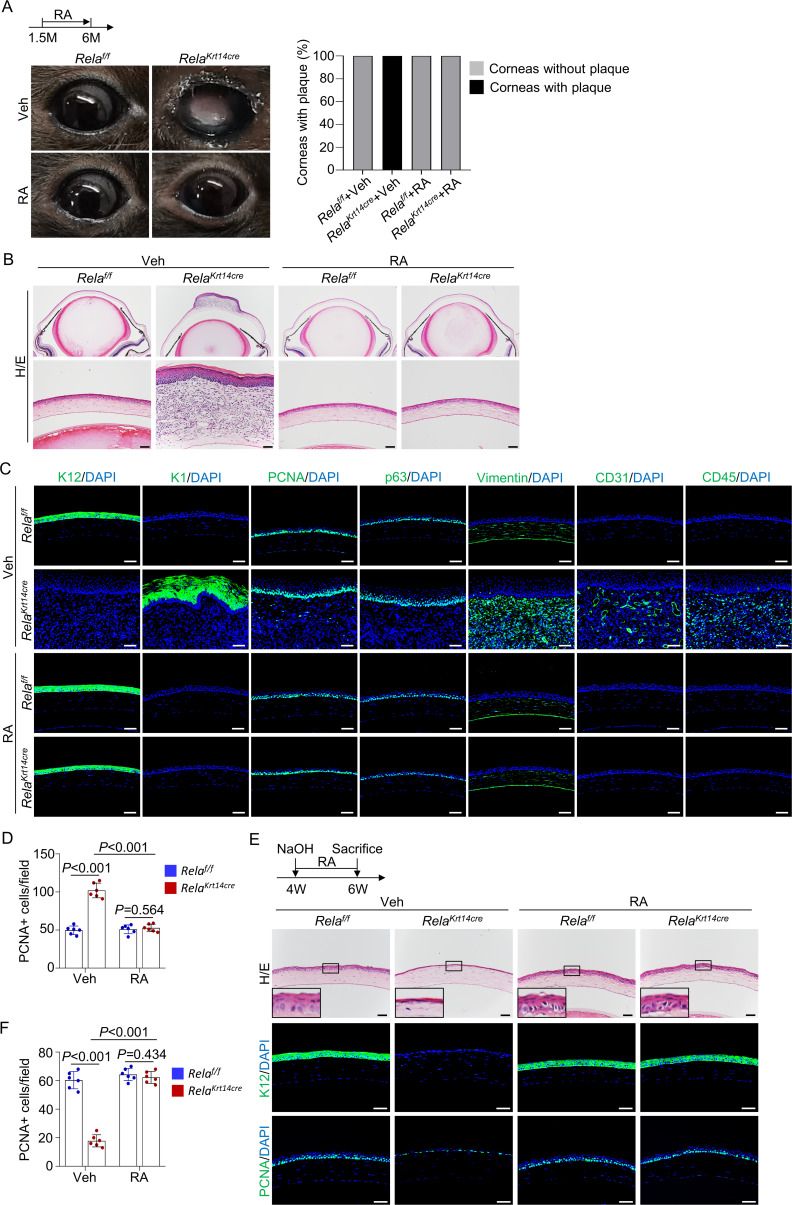
Retinoic acid (RA) diminishes homeostatic and regenerative defects caused by *Rela* ablation. (**A**) Representative images showed that RA blocked *Rela* ablation-induced plaque formation in *Krt14-Cre; Rela^f/f^* mice. Upper panel: diagram showing the time of RA administration and mouse euthanization. Right panel: quantitation data. n = 10 per group. (**B**) Representative H/E staining results showed restoration of corneal structures by RA in *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. (**C**) Representative immunostaining results showed that epidermal fate conversion (K1 and K12), overproliferation (PCNA and p63), stromal remodeling (vimentin), angiogenesis (CD31), and leukocyte infiltration (CD45) were all diminished by RA administration. Scale bar, 50 µm. (**D**) The percentage of PCNA^+^ proliferating cells. n = 6 per group. (**E**) Representative histological results showed that RA rescued corneal regeneration defects in *Krt14-Cre; Rela^f/f^* mice. Upper panel: diagram showing the time of injury and RA administration. (**F**) The percentage of PCNA^+^ proliferating cells. n = 6 per group. Data was presented as mean ± SEM. Two-way ANOVA was applied in (**D, F**). p-value<0.05 was considered as statistically significant. Figure 5—source data 1.Numeric data used in Figure 5.

**Figure 5—figure supplement 1.**
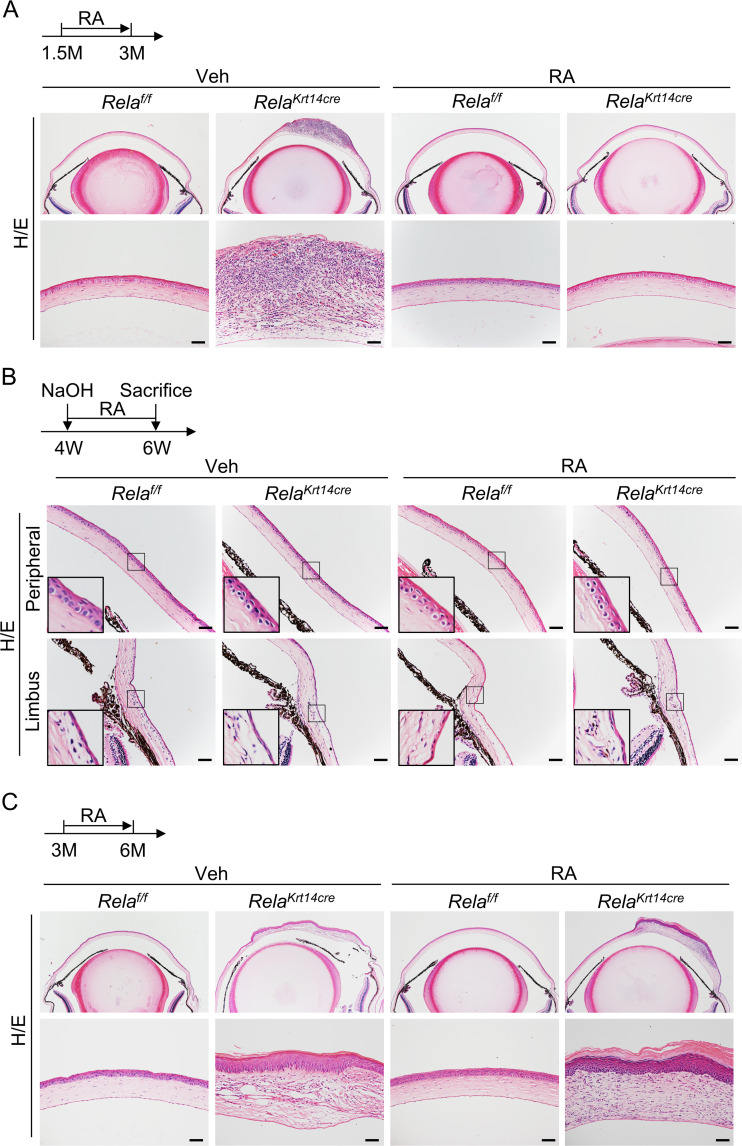
Retinoic acid (RA) rescued early epithelial defects but not stroma remodeling or epithelia metaplasia. (**A**) Representative histological results showed that RA rescued thinning and disruption of corneal epithelial layer after 1.5 months of treatment. Upper panel: diagram showing the time of RA administration and mouse euthanization. Scale bar, 50 µm. (**B**) Representative histological analysis results of the peripheral and limbus region in mice with alkaline burn. Scale bar, 50 µm. (**C**) Representative histological analysis results showed that RA did not rescue stromal remodeling or epidermal metaplasia of *Krt14-Cre; Rela^f/f^* mice if applied at 3 months of age. Upper panel: diagram showing the time of RA administration and mouse euthanization. Scale bar, 50 µm.

**Figure 5—figure supplement 2.**
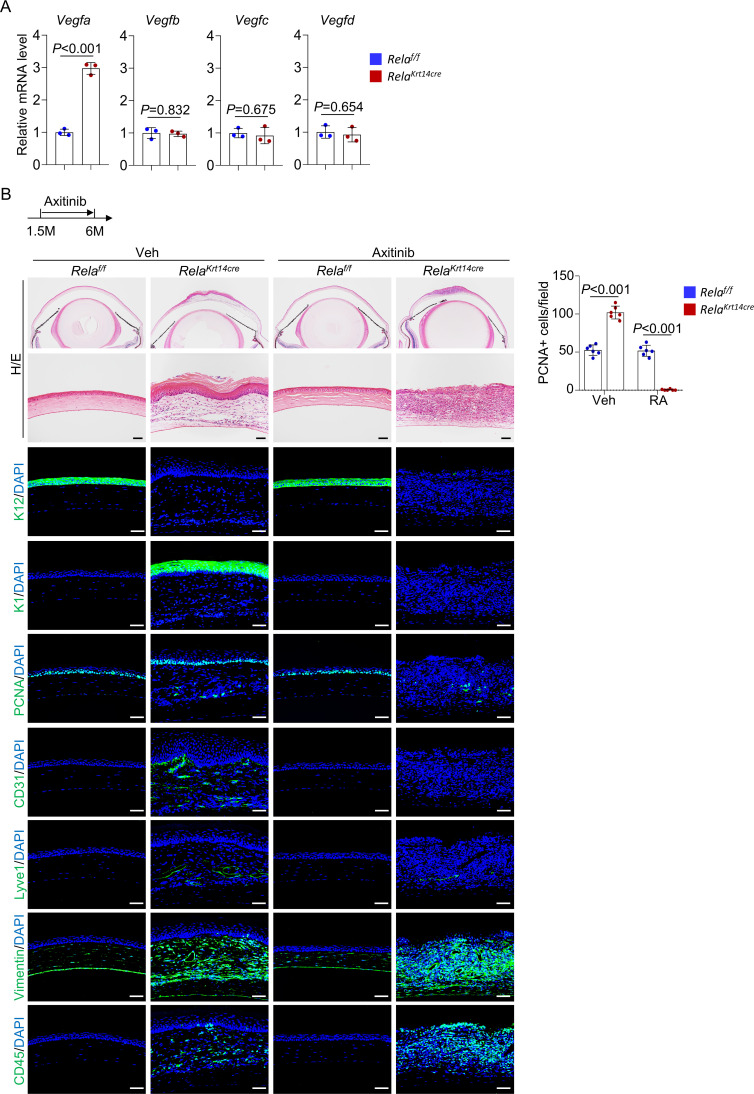
Axitinib alleviates epidermal metaplasia and plaque formation in *Krt14-Cre; Rela^f/f^* mice. (**A**) Quantitative PCR analysis revealed that *Vegfa* but no other *Vegf* molecules was increased in corneal stroma samples of *Krt14-Cre; Rela^f/f^* mice. n = 3 per group. (**B**) Representative histological analyses indicated that axitinib diminished angiogenesis (CD31), epithelial cell overproliferation (PCNA), and corneal epithelial metaplasia (K1) although the corneal epithelial layer remained thinner (K12). The diluent was used as control (Veh). Scale bar, 50 µm. Right panel: quantitation data of PCNA+ cells. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**A, B**). p-value<0.05 was considered as statistically significant. Figure 5—figure supplement 2—source data 1.Numeric data used in Figure 5—figure supplement 2.

**Figure 5—figure supplement 3.**
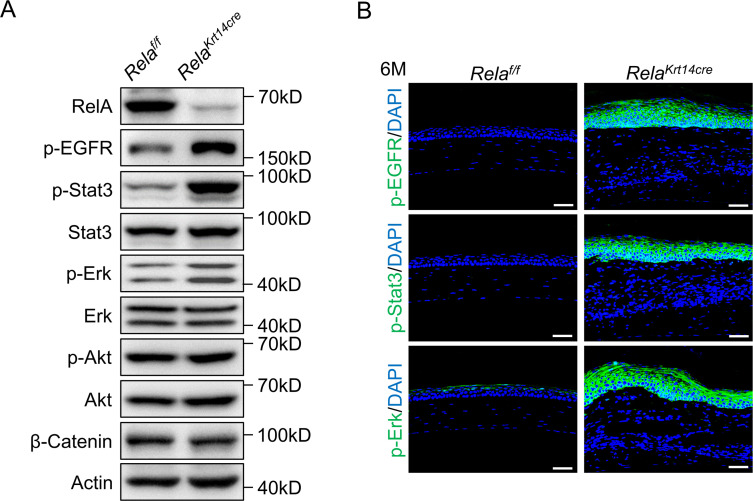
Enhanced activation of EGFR, Erks, and Stat3 in the metaplastic corneal tissues. (**A**) Representative western blot results showed enhanced activation of the Erks, Stat3, and EGFR but not Akt or β-catenin in corneal samples of 6-month-old *Krt14-Cre; Rela^f/f^* mice. (**B**) Representative immunostaining results confirmed the activation of Erk, Stat3, and EGFR in the metaplastic cells of 6-month-old *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm.

**Figure 5—figure supplement 4.**
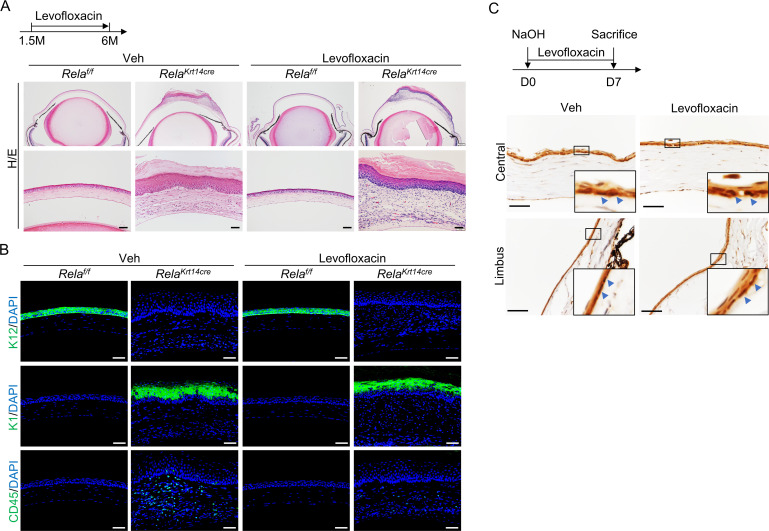
Antibiotic levofloxacin did not rescue *Rela* ablation-induced corneal phenotypes. (**A**) Representative H/E staining showed that levofloxacin could not rescue the corneal defects of *Krt14-Cre; Rela^f/f^* mice. Upper panel: diagram showing the time of levofloxacin administration and mouse euthanization. Scale bar, 50 µm. (**B**) Representative immunostaining showed that levofloxacin diminished CD45^+^ immune cell infiltration but did not affect epidermal cell conversion or plaque formation in *Krt14-Cre; Rela^f/f^* mice. Scale bar, 50 µm. (**C**) Representative immunohistochemical staining showed that levofloxacin did not affect NF-κB activation in epithelial cells during cornea regeneration. Scale bar, 50 µm.

However, treatment of *Krt14-Cre; Rela^f/f^* with RA at 3 months of age, after epithelial layer disruption, failed to prevent central corneal epithelial cell metaplasia, stromal remodeling, and plaque development (Figure 5—figure supplement 1C), indicating that RA could not reverse corneal epithelial metaplasia. Overall, these findings suggest that the primary epithelial defects (deterioration) caused by *Rela* deletion are attributable to a reduction in RA synthesis, whereas epithelial metaplasia and plaque formation are not directly caused by RA deficiency.

### The VEGFR inhibitor axitinib alleviates angiogenesis and epidermal metaplasia

Consistent with new blood vessel formation, the stroma showed an increase in expression of *Vegfa* but not *Vegfb*, *Vegfc*, or *Vegfd* in 3-month-old *Krt14-Cre; Rela^f/f^* mice (Figure 5—figure supplement 2A). VEGFA may underlie neovascularization and increased proliferation of corneal epithelial cells. To test this, we treated the mutant and control mice with VEGFR inhibitor axitinib, an approved drug for treating renal cell carcinoma that has been studied in the treatment of other cancer types (Motzer et al., 2019), for 4.5 months starting at 1.5 months of age. Axitinib not only prevented corneal angiogenesis but also suppressed epithelial cell overproliferation and metaplasia (Figure 5—figure supplement 2B), confirming the importance of VEGFA-VEGFR in these events. However, the central corneal epithelial layer remained disrupted, accompanied by decreased cell proliferation, with the epithelial layer being similar to that of 3-month-old *Krt14-Cre; Rela^f/f^* mice without treatment (Figure 5—figure supplement 2B and Figure 2B). The results suggested that axitinib did not affect development of early corneal epithelial defects caused by *RelA* ablation.

Consistent with hyperproliferation of metaplastic cells, western blot analysis revealed enhanced activation of the mitogenic Erk and Stat3 pathways but not Akt1 or β-catenin in corneal samples (Figure 5—figure supplement 3A). While VEGFA secreted by the stroma may contribute to activation of some of these signaling molecules, we found enhanced phosphorylation of EGFRs in the skin-like epithelial tissue (Figure 5—figure supplement 3A), which has an established role in corneal epithelial cell proliferation (McClintock and Ceresa, 2010). Immunostaining confirmed activation of EGFR, as well as Erk and Stat3 in metaplastic cells (Figure 5—figure supplement 3B). EGFs might be synthesized by remodeling stromal cells or brought in by newly formed blood vessels via blood circulation as it is well known that plasma contains high levels of EGF molecules (Sánchez-Vizcaíno et al., 2010).

### Antibiotic treatment shows little effect on corneal phenotypes

NF-κB is an important inflammatory signaling molecule, and chronic inflammation has been shown to induce corneal stromal remodeling and epithelial metaplasia (Nowell et al., 2016). We then examined whether bacterial infection played a role in the full spectrum of changes in the corneas of *Krt14-Cre; Rela^f/f^* mice as the mice showed open wounds in the cornea (Figure 2B). We treated mutant and control mice with levofloxacin, an antibiotic used to kill various types of bacteria, for 4.5 months starting at 1.5 months of age. While immune cell infiltration was largely blocked, stroma remodeling, angiogenesis, epidermal fate conversion, and plaque formation were not obviously affected (Figure 5—figure supplement 4A, B). Interestingly, we found that levofloxacin treatment did not affect NF-κB activation during regeneration in normal mice (Figure 5—figure supplement 4C). These results indicate that bacterial infection plays a minimal role in corneal defects of *Krt14-Cre; Rela^f/f^* mice.

### Natural aging induces corneal phenotypes similar to those of *Krt14-Cre; Rela^f/f^* mice

The above results revealed age-dependent corneal anomalies in *Krt14-Cre; Rela^f/f^* mice. Interestingly, thinning of the central corneal epithelium and skin-like keratinization were also observed in naturally aged mice, which had the same genetic background and were maintained in the same animal facility as *Krt14-Cre; Rela^f/f^* mice. Approximately 12% of 24-month-old normal mice showed thinning of the corneal epithelial layer (hereafter designated moderate anomaly), 28% of mice showed epithelial overgrowth and plaque formation at the central cornea (hereafter designated severe anomaly), although 20-month-old mice showed no changes (Figure 6A, B). The observation that only a portion of aged mice showed corneal anomalies suggests the involvement of environmental factors in corneal aging. It is possible that thinning of the epithelial layer precedes plaque formation in aged mice. The thin corneal epithelium of 24-month-old mice showed a decrease in the numbers of proliferating cells and p63^+^ CESCs and decreased expression of K12 and Pax6 but no change in apoptotic cells (Figure 6C, D and Figure 6—figure supplement 1). In corneas with plaque formation, the epithelial cells were K1-positive, and the thickened stroma was positive for FSP1 and vimentin, accompanied by neovascularization, lymphatic vessel formation, and immune cell infiltration (Figure 6D). However, the peripheral cornea and limbus region appeared normal in both groups of mice (Figure 6C and Figure 6—figure supplement 2). Similar changes in corneal thickness and corneal epithelial keratinization have been observed in aged humans, although they do not progress to plaque formation or blindness (Yang et al., 2014; Blackburn et al., 2019).

**Figure 6.**
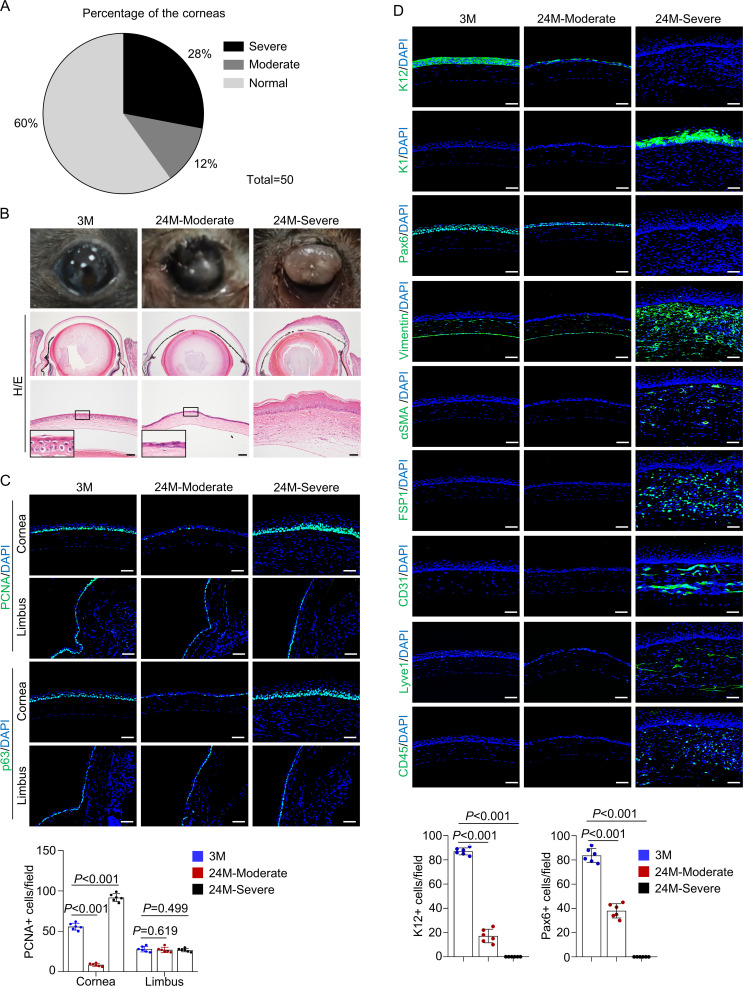
Natural aging produces similar corneal phenotypes as *Krt14-Cre; Rela^f/f^* mice. (**A**) The percentages of mice showing corneal epithelial layer thinning (moderate) and plaque formation (severe) at 24 months of age compared to young mice. n = 50. (**B**) Representative histological images showed thinning of corneal epithelial layer or overgrowth of corneal epithelial layer in old mice. Scale bar, 50 µm. (**C**) Representative immunostaining results showed alterations in the number of PCNA^+^ cells and p63^+^ cells while the limbus showed no alteration in 24-month-old mice (with cornea defects). Scale bar, 50 µm. Lower panel: quantitation data of PCNA^+^ cells. n = 6 per group. (**D**) Representative immunostaining results showed alterations in the expression of differentiation marker K12, Pax6, epidermal marker K1, stromal cell marker vimentin, FSP1 and αSMA, blood vessel marker CD31, lymphatic vessel marker Lyve1, and immune cell marker CD45 in 24-month-old mice (with plaque formation). Scale bar, 50 µm. Lower panel: quantitation data. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**C, D**). p-value<0.05 was considered as statistically significant. Figure 6—source data 1.Numeric data used in Figure 6.

**Figure 6—figure supplement 1.**
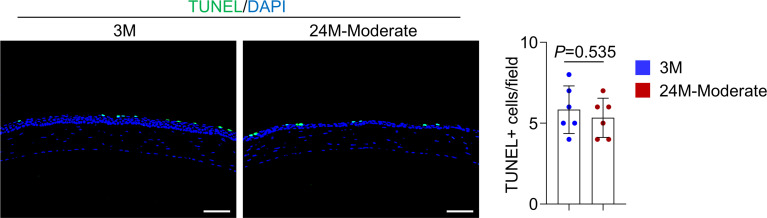
Apoptosis rate was not affected in the cornea of 24-month-old mice. TUNEL analysis showed that apoptosis rate was not affected in the cornea of 24-month-old mice compared to young mice. Right panel: quantitation data. Scale bar, 50 µm. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in Figure 6—figure supplement 2. p-value<0.05 was considered as statistically significant. Figure 6—figure supplement 1—source data 1.Numeric data used in Figure 6—figure supplement 1.

**Figure 6—figure supplement 2.**
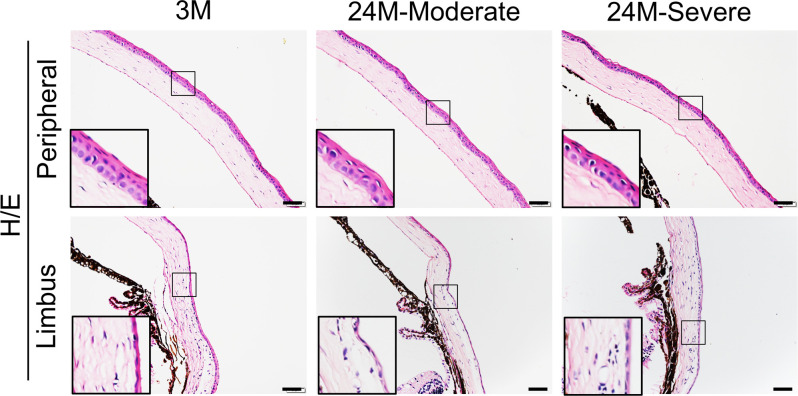
The peripheral and limbal regions appeared unaltered in aged mice. Representative H/E staining results showed no changes in peripheral and limbal structures of aged mice. Scale bar, 50 µm.

### RA prevents the development of aging-like corneal phenotypes in normal mice

We found that in the thin corneal samples of 24-month-old mice expression of RelA and Aldh1a1 and activation of NF-κB were significantly reduced compared to those of corneal samples from young mice (Figure 7A). qPCR analysis confirmed reduced expression of *Rela* and *Aldh1a1* at the mRNA level (Figure 7B). Immunohistochemical staining of RelA and immunostaining of Aldh1a1 confirmed the reductions in these two proteins in the central cornea (Figure 7C, D).

**Figure 7.**
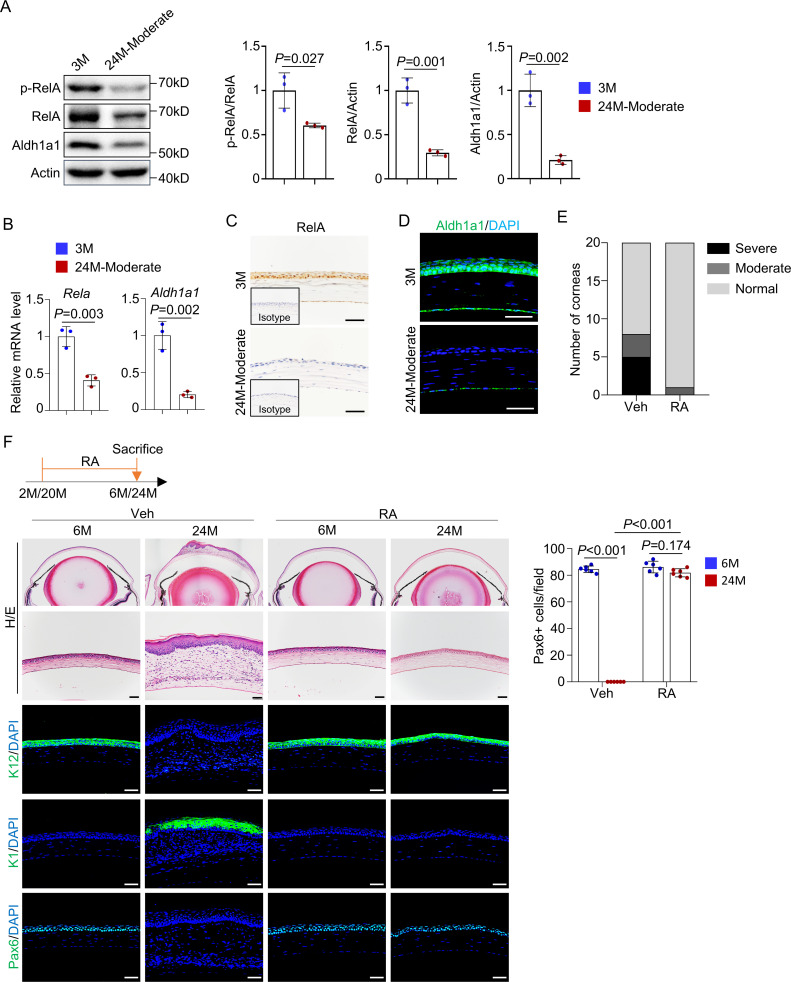
Retinoic acid (RA) supplementation prevents development of aging-like corneal phenotypes. (**A**) Representative western blot results showed decreased levels of RelA, p-RelA, and Aldh1a1 in the corneal samples of 24-month-old mice (with thinner epithelial layer) compared to young mice. Right panel: quantitation data. n = 3 per group. (**B**) Quantitative PCR analysis confirmed the decrease of *Rela* and *Aldh1a1* mRNA levels in the corneal epithelial samples of aged mice. n = 3 per group. (**C**) Representative immunohistochemical staining showed that the levels of RelA were decreased in the cornea of 24-month-old mice. Scale bar, 50 µm. (**D**) Representative immunostaining showed that levels of Aldh1a1 were drastically reduced in corneal samples of aged mice. Scale bar, 50 µm. (**E**) Administration of RA to 20-month-old normal mice alleviated the aging-related corneal phenotypes. n = 20 per group. (**F**) Representative histological results showed that RA prevented corneal defects in aged mice. Scale bar, 50 µm. Right panel: quantitation data. n = 6 per group. Data was presented as mean ± SEM. Unpaired two-tailed Student’s t-test was applied in (**A, B**), and two-way ANOVA was applied in (**F**). p-value<0.05 was considered as statistically significant. Figure 7—source data 1.Numeric data used in Figure 7.

**Figure 7—figure supplement 1.**
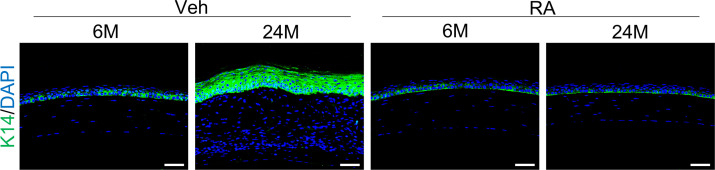
Retinoic acid (RA) prevented increase of K14 in aged mice. Representative immunostaining showed that RA prevented increase of K14 in aged mice. Scale bar, 50 µm.

To examine whether a reduction in RA synthesis is involved in age-related corneal degeneration, we treated 20-month-old normal mice with RA for 4 months and examined their corneas. None of the RA-treated mice developed corneal plaques, and the percentage of mice with thinned corneas was greatly reduced (Figure 7E). Moreover, the alteration in histological structure and expression of epidermal marker genes in the aged cornea was also rescued (Figure 7F and Figure 7—figure supplement 1). These results confirm a critical role of RA in natural aging of the cornea and suggest the RA-containing ointment may be applied to the central cornea to slow down the development of aging-related corneal anomalies.

## Discussion

Corneal injuries are common due to the increasing use of contact lenses, laser-assisted in situ keratomileusis, air pollution, allergies, and infections (Vashist et al., 2016). Aberrant repair often leads to impaired vision, and under severe conditions, blindness becomes inevitable, and corneal replacement is needed (Notara et al., 2010). Thus, a complete understanding of the biology of corneal homeostasis and regeneration is imperative for developing regimens to preserve the cornea and treat cornea-related disorders. In this study, we established NF-κB, which responds to many extracellular stimuli and injury, as a critical regulator of corneal epithelial maintenance and regeneration. While the absence of *Rela* in K14^+^ CESCs did not affect corneal development, it caused defective epithelial cell proliferation and differentiation and led to epithelial disruption at the central cornea in a cell-autonomous manner, which triggered inflammatory responses and led to epithelial metaplasia and plaque formation. This study thus uncovered the important mechanisms governing corneal homeostasis and regeneration.

The findings of our study suggest that centrally located CESCs play a role in corneal homeostasis and regeneration. We showed that activation of NF-κB was stronger in the central cornea than in the limbus. Deletion of *Rela* in K14^+^ cells caused thinning and disruption of the corneal epithelium at the central cornea but not the limbus. Subsequently, epidermal fate conversion and plaque formation occurred at the central cornea without affecting limbal CESCs. Furthermore, aging-related corneal phenotypes developed at the central cornea. If limbal CESCs were solely responsible for corneal regeneration, exhaustion of limbal CESCs should have occurred in *Krt14-Cre; Rela^f/f^* mice. Overall, these findings indicate that central CESCs play an important role in corneal homeostasis and regeneration (Majo et al., 2008; Chang et al., 2011; Nasser et al., 2018; West, 2015; Sun et al., 2010). The differential responses to *Rela* deletion in the central and limbal CESCs are likely due to their distinct niches as the central cornea is constantly exposed to the external cues including UV lights, infectious particles, chemicals, and dirt and is under different mechanical strains, compared to limbal cells (Nowell et al., 2016). Moreover, we show that *Rela* ablation does not affect other organs/tissues marked by K14 in mice.

Mechanistically, we showed that NF-κB promoted corneal epithelial progenitor proliferation and differentiation by controlling RA synthesis. NF-κB directly regulated the expression of Aldh1a1, a rate-limiting enzyme in the RA synthesis pathway. Previous studies have shown that RA plays a role in eye development, likely via the Wnt-β-catenin pathway (Smith et al., 2018; Niederreither and Dollé, 2008; Larange and Cheroutre, 2016), which is involved in corneal stromal cells (Kumar and Duester, 2010; Smith et al., 2018; Nowell et al., 2016). Vitamin A deficiency in humans causes xerophthalmia, night blindness, corneal ulcers, and other symptoms, especially in children. Our study highlights the importance of RA, a vitamin A metabolite, in maintaining healthy corneas in adults and in preventing corneal aging. RA has been approved to treat skin disorders including psoriasis and acne as well as acute lymphatic leukemia (Tang and Gudas, 2011; Ferreira et al., 2020). In addition, ablation of *Notch1* in corneal epithelial cells also caused epithelial metaplasia and plaque formation (Vauclair et al., 2007). There are a few differences between these two mouse models. The *Notch1-*deficient mice show a loss of meibomian glands and much reduced expression of retinol transporting protein CRBP1 but no thinning or loss of the epithelial layer compared to *Krt14-Cre; Rela^f/f^* mice. Despite these differences, both models underscore the importance of RA pathway in cornea maintenance and regeneration.

Notably, RA appears to play an insignificant role in subsequent wound healing events, including epithelial metaplasia and plaque formation. Instead, we showed that stroma-secreted VEGF and/or neovascularization play a causal role in these events. Our findings reinforce the importance of preventing neovascularization in maintaining healthy corneas and suggest that in patients already showing corneal epithelial metaplasia VEGFR inhibitors may help to slow the pathological progression.

Our findings indicate that NF-κB signaling plays an anti-aging role in mouse cornea. On the other hand, NF-κB activation can increase the expression of senescence-associated secretory phenotype cytokines, including IL-6, IL-1β, and TNF-α, which promote inflammation and aging in many tissues (Taniguchi and Karin, 2018). Thus, the activity of NF-κB must be fine-tuned in corneal epithelial cells. What causes the decline in *Rela* expression and activation in aged corneal epithelial cells? As a transcription factor regulating various cellular events, NF-κB is tightly controlled via multiple mechanisms including feedback regulatory circuits (Taniguchi and Karin, 2018). Constant activation of the pathway by pro-aging factors, for example, reactive oxygen species and chronic inflammation, may disrupt the regulatory circuits and lead to reduced expression and activation of RelA. This certainly warrants further investigation.

In human, although corneal epithelia thinning and keratinization have been observed in the elderly, corneal plaque formation and loss of vision rarely occur (Yang et al., 2014; Blackburn et al., 2019). One explanation is that aging-related decrease in RA synthesis may be made up for by RA-rich nutrients. Alternatively, age-related corneal problems may be diagnosed early and are treated successfully.

In summary, this study uncovers the important mechanisms governing corneal epithelium homeostasis, regeneration, and aging, and suggests that the canonical NF-κB-RA pathway may be a target to improve corneal health.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*Mus musculus*)	Rela^f/f^	The Jackson Laboratory	RRID:IMSR_JAX:024342	Stock No: 024342
Genetic reagent (*M. musculus*)	Krt14-cre	The Jackson Laboratory	RRID:IMSR_JAX:004782	Stock No: 004782
Genetic reagent (*M. musculus*)	Prrx1-cre	The Jackson Laboratory	RRID:IMSR_JAX:005584	Stock No: 005584
Genetic reagent (*M. musculus*)	ROSA26^fs-tdTomato^	The Jackson Laboratory	RRID:IMSR_JAX:007914	Stock No: 007914
Antibody	Rabbit monoclonal to K12	Abcam	Cat# ab185627, RRID:AB_2889825	IF(1:200)
Antibody	Rabbit monoclonal to vimentin	Abcam	Cat# ab92547, RRID:AB_10562134	IF(1:100)
Antibody	Rabbit polyclonal to ɑSMA	Abcam	Cat# ab5694, RRID:AB_2223021	IF(1:100)
Antibody	Rat monoclonal to CD31	Abcam	Cat# ab56299, RRID:AB_940884	IF(1:100)
Antibody	Rabbit polyclonal to CD45	Abcam	Cat# ab10558, RRID:AB_442810	IF(1:100)
Antibody	Rabbit monoclonal to p63	Abcam	Cat# ab124762, RRID:AB_10971840	IF(1:100)
Antibody	Rabbit monoclonal to FSP1	Abcam	Cat# ab197896, RRID:AB_2728774	IF(1:100)
Antibody	Rabbit monoclonal to p-EGF receptor (Tyr1068)	Cell Signaling Technology	Cat# 3777, RRID:AB_2096270	IF(1:100) WB(1:1000)
Antibody	Rabbit monoclonal to p-Stat3 (Tyr705)	Cell Signaling Technology	Cat# 9145, RRID:AB_2491009	IF(1:100) WB(1:1000)
Antibody	Mouse monoclonal to Stat3	Cell Signaling Technology	Cat# 9139, RRID:AB_331757	WB(1:1000)
Antibody	Rabbit monoclonal to p-Erk1/2 (Thr202/Tyr204)	Cell Signaling Technology	Cat# 9101, RRID:AB_331646	IF(1:100) WB(1:1000)
Antibody	Mouse monoclonal to Erk1/2	Cell Signaling Technology	Cat# 9107, RRID:AB_10695739	WB(1:1000)
Antibody	Rabbit monoclonal to RelA	Cell Signaling Technology	Cat# 8242, RRID:AB_10859369	IHC(1:100) CHIP(1:100)
Antibody	Rabbit monoclonal to p-RelA (Ser536)	Cell Signaling Technology	Cat# 3033, RRID:AB_331284	WB(1:1000)
Antibody	Rabbit monoclonal to RelA	Cell Signaling Technology	Cat# 4764, RRID:AB_823578	WB(1:1000)
Antibody	Rabbit monoclonal to p-Akt (Ser473)	Cell Signaling Technology	Cat# 4060, RRID:AB_2315049	WB(1:1000)
Antibody	Rabbit monoclonal to Akt	Cell Signaling Technology	Cat# 9272, RRID:AB_329827	WB(1:1000)
Antibody	Rabbit monoclonal to p-IKKɑ/β (Ser176/180)	Cell Signaling Technology	Cat# 2697, RRID:AB_2079382	WB(1:1000)
Antibody	Rabbit polyclonal to IKKɑ	Cell Signaling Technology	Cat# 2682, RRID:AB_331626	WB(1:1000)
Antibody	Rabbit polyclonal to K1	BioLegend	Cat# 905601, RRID:AB_2565051	IF(1:200)
Antibody	Rabbit polyclonal to Pax6	BioLegend	Cat# 901302, RRID:AB_2749901	IF(1:200)
Antibody	Mouse monoclonal to LYVE-1	Reliatech	Cat#103PA50AG, RRID:AB_2876870	IF(1:100)
Antibody	Rabbit polyclonal to ALDH1A1	Proteintech	Cat# 15910-1-AP, RRID:AB_2305276	IF(1:100)
Antibody	Rabbit polyclonal to Ki-67	Thermo Fisher Scientific	Cat# PA5-19462, RRID:AB_10981523	IF(1:100)
Antibody	Mouse monoclonal to PCNA	Santa Cruz Biotechnology	Cat# sc-56, RRID:AB_628110	IF(1:100)
Antibody	Rabbit polyclonal to β-catenin	Santa Cruz Biotechnology	Cat# sc-7199, RRID:AB_634603	WB(1:1000)
Antibody	Mouse monoclonal to β-actin	Santa Cruz Biotechnology	Cat# sc-47778, RRID:AB_626632	WB(1:5000)
Antibody	Anti-rabbit IgG, HRP-linked Antibody	Cell Signaling Technology	Cat# 7074, RRID:AB_2099233	WB(1:5000)
Antibody	Anti-mouse IgG, HRP-linked Antibody	Cell Signaling Technology	Cat# 7076, RRID:AB_330924	WB(1:5000)
Antibody	Goat anti-Rabbit IgG Secondary Antibody, Alexa Fluor488	Thermo Fisher Scientific	Cat# A-11008, RRID:AB_143165	IF(1:200)
Antibody	Goat anti-Mouse IgG Secondary Antibody, Alexa Fluor488	Thermo Fisher Scientific	Cat# A-11001, RRID:AB_2534069	IF(1:200)
Antibody	Goat anti-Rat IgG Secondary Antibody, Alexa Fluor488	Thermo Fisher Scientific	Cat# A-11006, RRID:AB_2534074	IF(1:200)
Sequence-based reagent	RT-qPCR primers	This paper		See Table 1
Sequence-based reagent	CHIP primers	This paper		See Table 2
Commercial assay or kit	PrimeScript RT reagent Kit	TAKARA	RR037A	
Commercial assay or kit	Fast Start Universal SYBR Green Master kit	Roche	04887352001	
Commercial assay or kit	SimpleChIP Enzymatic Chromatin IP Kit	Cell Signaling Technology	#9002	
Chemical compound, drug	Retinoic acid	Sigma-Aldrich	Cat# R2625	
Chemical compound, drug	BMS493	Sigma-Aldrich	Cat# B6688	
Chemical compound, drug	Axitinib	Selleck Chemicals	Cat# S1005	
Chemical compound, drug	0.5% Levofloxacin Eye Drops	Santen	N/A	
Chemical compound, drug	EZ-Link Sulfo-NHS-LC-Biotin	Thermo Fisher Scientific	Cat# A39257	
Software, algorithm	ImageJ	(http://imagej.nih.gov/ij/)		
Software, algorithm	GraphPad Prism 8	https://www.graphpad.com	RRID:SCR_015807	Version 8

### Mouse lines and maintenance

All the mouse work was carried out following the recommendations by the National Research Council Guide for the Care and Use of Laboratory Animals, with the protocols approved by the Institutional Animal Care and Use Committee of Shanghai, China [SYXK(SH)2011-0112]. *ROSA26^fs-tdTomato^*, *Rela^f/f^*, *Krt14-Cre*, *Prrx1-Cre* mouse lines were purchased from The Jackson Laboratory. Theses mice were crossed to B6 mice for at least five times. The young and aged normal mice were on B6 background and maintained at the same facility as the engineered mice.

### H/E staining, Alcian blue staining, and Picrosirius red staining

After the mice were euthanized, the whole eyeball was fixed in 4% paraformaldehyde overnight. Samples were then dehydrated, embedded in paraffin, sectioned at 4-µm-thick, and prepared for staining. H/E staining, Alcian blue staining and Picrosirius red staining were carried out following the standard protocols.

### Lineage tracing

All the lineage tracing experiments were done in both male and female adult mice with similar results obtained. To trace tdTomato-positive cells, cryostat sections were used. Mouse eyeballs were fixed and embedded in OCT (Leica) and frozen in liquid nitrogen. Sections were cut at 5 µm thick at −20°C, which were counterstained with DAPI solution and the images were taken under Microscope (Nikon ECLIPSE 80i).

### Immunofluorescent microscopy

The paraffin sections were dewaxed and rehydrated, then permeabilized with Triton X100 (0.1%) in PBS for 10 min. Antigen retrieval was performed with heated sodium citrate solution. The samples were blocked with 10% goat serum at room temperature (RT) for 1 hr, then incubated with primary antibodies at 4°C overnight. For cryostat section, the frozen sections were rewarmed, washed, permeabilized with Triton X100 (0.1%) in PBS for 10 min, blocked with 10% goat serum at RT for 1 hr, and incubated with primary antibody at 4°C overnight. The next day, after washing, the samples were incubated with secondary antibody at 37°C for 1 hr, then counterstained with DAPI solution, and the images were taken under Microscope (Nikon ECLIPSE 80i). The antibodies are listed in Key resources table. Apoptosis was determined by TUNEL assay (In Situ Cell Death Detection Kit Fluorescein, Roche) following the standard protocols.

### Immunohistochemical staining

The paraffin sections were dewaxed and rehydrated. The samples were treated with 3% H_2_O_2_ for 10 min to quench the endogenous peroxidase activity, permeabilized with Triton X100 (0.1%) in PBS for 10 min. Antigen retrieval was performed with heated sodium citrate solution. The samples were blocked, then incubated with primary antibodies, secondary antibodies and third antibodies that conjugated to horseradish peroxidase (HRP). The samples were incubated with DAB solution (Boster), washed, and then counterstained with hematoxylin solution. The slides were then dehydrated, cleared, and mounted with resin for observation. See Key resources table for antibodies used. To quantify the RelA signals, cells with different DAB signal intensities were given the following scores: high (Collinson et al., 2004), positive (Nowell and Radtke, 2017), low positive (Yazdanpanah et al., 2017), and negative (0). We took the average score of all cells in the field as an indicator of RelA expression.

### Immunoblotting

Immunoblotting was performed with standard procedures. Proteins were extracted from the whole cornea or the epithelial layers using RIPA lysis buffer supplemented with protease inhibitor and phosphatase inhibitor. Samples were separated with 10% SDS-PAGE and transferred onto PVDF membranes (Millipore). Membranes were blocked with 5% milk for 1 hr and incubated with specific antibodies overnight at 4°C. The primary antibodies are listed in Key resources table. To quantify western blot data, we measured the density of each band by ImageJ, which was normalized to the loading control of the sample. The average of the experimental group samples was normalized to that of the normal or Veh-treated samples.

### Model of corneal alkaline burn

The mice were anesthetized with sodium pentobarbital (Sigma-Aldrich). A 1.0-mm-diameter circular piece of filter paper, soaked in 1 N NaOH, was placed on the central surface of the cornea for 10 s. After alkali exposure, the ocular surface was rinsed with sterile saline solution for 60 s. We used 3–6 mice per group based on similar studies in the literature.

### Corneal fragility assay

Experimental animals were anesthetized with intraperitoneal injections of sodium pentobarbital (Sigma-Aldrich). Under a stereomicroscope, a partial epithelial defect was created in both eyes by brushing with a wet Microsponge (Alcon) as described by Kao et al., 1996. Then eyeballs were removed and embedded in paraffin for histology. H/E-stained cornea sections were analyzed.

### Corneal tight junction integrity

Hutcheon et al., 2007 described a functional assay of corneal epithelial cell tight junction integrity using LC-biotin, which does not penetrate through the epithelium in the presence of intact tight junctions, whereas defective tight junctions allow penetration through the epithelium and into the corneal stroma. In brief, 10 μl LC-biotin staining solution (EZ-Link-Sulfo-NHS-LC-Biotin, 10 mM, Thermo Fisher Scientific) was applied to the cornea of wild-type and *Rela*-deficient mice for 15 min at the time of euthanasia. Eyeballs were rinsed with PBS, enucleated, and placed in OCT for frozen sectioning. Sections were stained with FITC-streptavidin to detect the presence of LC-biotin and then quantified based on FITC signals.

### RA and inhibitor administration

For in vitro experiments, RA (Sigma-Aldrich) and BMS493 (Sigma-Aldrich) were dissolved in dimethyl sulfoxide and applied at a final concentration of 10 mM and 5 mM in cell culture medium, respectively. For in vivo experiments, RA was dissolved in corn oil while axitinib (Selleck Chemicals) was dissolved in dimethyl sulfoxide, which were reconstituted in PEG300/Tween80/Water mixed solution. Mice were treated with 1 mg/kg RA or 10 mg/kg axitinib with the diluent as a control through intragastric administration every other day, following the experimental protocols. For antibiotic treatment, two drops of 0.5% Levofloxacin Eye Drops (Santen) were applied into each eye every day.

### Mouse primary corneal epithelial cell culture

Briefly, corneas were carefully dissected to ensure that conjunctival and iris tissues were not included and cut into two pieces and placed into a cell culture dish. After 10 min, the proliferation medium (Defined Keratinocyte-serum free medium [KSFM with growth factors], Life Technologies) was added into dish and cultured at 37°C in a 5% CO_2_ incubator. Epithelial cells began to climb out from the tissue blocks. The proliferation medium was changed every 3 or 4 days. For differentiation, the cells were switched to differentiation medium (DMEM/F12 plus 10% FBS).

### Quantitative PCR analysis

Corneas were placed in 50 μl RNA stabilization reagent (RNAlater, Sigma-Aldrich), and later incubated in 250 μl 20 mM EDTA (sterile, pH 7.4) at 37°C for 30 min. The epithelial layer was then teased apart from the stromal layer. Total RNA was extracted from corneal epithelia, stroma or cultured cells samples with Trizol Reagent (Invitrogen) following the manufacturer’s instruction. cDNA was reversed transcribed using PrimerScript RT reagent Kit (Takara), and quantitative PCR was carried out using the Roche Light Cycle 480II detection system (Roche). Primer sequences are shown in Table 1.

**Table 1.** Quantitative PCR primer sequences used in the study.

Gene	Forward primer	Reverse primer
*Krt12*	CATGGCTGAGCAAAATCGGAA	CAGGGACGACTTCATGGCG
*Rela*	AGGCTTCTGGGCCTTATGTG	TGCTTCTCTCGCCAGGAATAC
*Aldh1a1*	ATACTTGTCGGATTTAGGAGGCT	GGGCCTATCTTCCAAATGAACA
*Krt1*	TGGGAGATTTTCAGGAGGAGG	GCCACACTCTTGGAGATGCTC
*Krt10*	CGAAGAGCTGGCCTACCTAAA	GGGCAGCGTTCATTTCCAC
*Vegfa*	GCACATAGGAGAGATGAGCTTCC	CTCCGCTCTGAACAAGGCT
*Vegfb*	GCCAGACAGGGTTGCCATAC	GGAGTGGGATGGATGATGTCAG
*Vegfc*	GAGGTCAAGGCTTTTGAAGGC	CTGTCCTGGTATTGAGGGTGG
*Vegfd*	TTGAGCGATCATCCCGGTC	GCGTGAGTCCATACTGGCAAG

### ChIP assay

The ChIP assay was carried out following the manufacturer’s protocol (SimpleChIP Enzymatic Chromatin IP Kit, Cell Signaling, 9002). Briefly, primary corneal epithelial cells were crosslinked with 1% formaldehyde and blocked with glycine, washed, and digested by micrococcal nuclease. The nuclear pellet was suspended in ChIP buffer and sheared by sonication. An aliquot of sheared chromatin sample was set aside as input control. The remained chromatin was then incubated with anti-RelA antibody (Cell Signaling, 8242). Normal Rabbit IgG (Cell Signaling, 2729) was used as a negative control. The immunoprecipitated chromatins were then eluted with ChIP elution buffer. The DNA fragments were released by treatment with proteinase K at 65°C. The released DNA fragments were purified with columns and amplified by site-specific primers by quantitative PCR assay. The data were analyzed by the following formula: percent (%) input recovery = (100/(input fold dilution/bound fold dilution)) × 2(input CT - bound CT). Pairs of primers designed to amplify the specific target sequences of the putative promoters are listed in Table 2.

**Table 2.** Primer sequences used for chromatin immunoprecipitation assays.

Gene	Predictive binding site	Forward sequence	Reverse sequence
*Aldh1a1*	S1: GCGAATTTCC	AACATCTTGGGGTGCATTGC	TAGCTAGGGGAGGAACAGGG
	S2: GGGACTTTTC	ATGATTCACAAGTGCACGCA	CAGAATCTTCGCATTGTCTTTGT
	S3: GGGATCTTCC	TGTTTGGGAATTGGCCTGAG	AGCCTGCTTCTCTCTCTCTC

### RNA sequencing

To perform RNA sequencing, corneal epithelial layer was separated and total RNA was extracted from three independent biological samples. rRNA depletion was performed using Ribo-Zero Gold rRNA removal kit H/M/R (Illumina). Agilent RNA 6000 Nano Kit on 2100 Bioanalyzer (Agilent) was used to do total RNA sample QC. Libraries were constructed with a series of standard steps, included RNA fragment and reverse transcription to double-strand cDNA, end repair, tailing and adaptor ligation, PCR amplification, denaturation, and cyclization. The final library was single-strand circle DNA (ssCir DNA) and was amplified with phi29 (Thermo Fisher Scientific) to make DNA nanoball (DNB). DNBs were transformed to single-end 50 bases reads and sequenced on BGISEQ-500 platform (BGI-Shenzhen, China).

### RNA-seq analysis

We used SOAPnuke (v1.5.2) to filter reads and generate FASTQ format (Cock et al., 2010). We aligned clean reads to the reference mouse genome using the Bowtie2 (v2.2.5) with default parameters and calculated gene expression level with *RSEM* (v1.2.12) (Langmead and Salzberg, 2012; Li and Dewey, 2011). Statistically significant genes (adjusted p-value≤0.001) with large expression changes (fold change ≥2) were defined as differentially expressed genes (DEGs) (Wang et al., 2010). In GO analysis and pathway analysis, DEGs were classified according to official classification with the GO or KEGG annotation results and phyper (a function of R) was performed in GO and pathway functional enrichment. The false discovery rate (FDR) was calculated for each p-value with FDR ≤ 0.01 defined as significantly enriched.

### Statistical analysis

Numerical data and histograms were expressed as the mean ± SEM. The number of mice used for each experiment was specified in the figure legends. For histology analysis, at least three mutant and control mice were used and representative results were presented and the number of mice used for each experiment was based on previously reported studies. Quantitative PCR was performed using RNA isolated from three mice. Western blot was performed using samples from three mice as well. Comparisons between two groups were analyzed using two-tailed unpaired Student’s t-test, and p-value<0.05 was considered as statistically significant. All the experiments were repeated at least three times.

## Data Availability

Sequencing data have been deposited in GEO database (NCBI) under the accession Series GSE161433. The following dataset was generated: YuQBiswasSMaGZhaoPLiBLiJ2021Next Generation Sequencing Facilitates Quantitative Analysis of Wild Type and RELA-/- Cornea TranscriptomesNCBI Gene Expression OmnibusGSE161433

How the deposited data were processed for this re-analysis (not part of the article)

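Corneal epithelial RNA of 3 control mice and 3 *Krt14-Cre; Rela f/f* mice at 2 months of age was measured by bulk RNA-seq. The authors made the deposited expected counts with RSEM, after filtering single-end 50-base reads with SOAPnuke and aligning them with Bowtie2, and these counts are neither normalized nor pooled over mice. Between 31.5% and 32.2% of the expected counts of a sample are not whole numbers. The authors also deposited FPKM values of each sample, which RSEM scales by transcript length and by the total of the sample. The deposited log2 fold change and its p-values and q-values come from the authors' DEGseq comparison, which the paper's methods cite and which has no term for the spread between mice. The table lists coding genes with coordinates of GRCm38, and all of its per-sample columns were used. Of its 17554 genes, 17434 matched a RefSeq gene of GRCm38.p6 by gene identifier.

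The samples were grouped by genotype as the labels and the paper give it. Expected counts were rounded and analysed with edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr (a minimum count of 10 and a minimum total of 15) and the quasi-likelihood test with genotype as the factor. Adjusted p-values are Benjamini-Hochberg values over the genes tested. Standard errors of log2 fold changes were computed as the size of the log2 fold change over the square root of the F statistic. A gene was called differentially expressed at an adjusted p of at most 0.001 and a fold change of at least 2, as in the paper's methods. A fold against control samples with 3 or fewer counts each was computed from the mean of the mutant samples against the level of 3 counts. KEGG pathways and GO processes with at least 5 genes in the background were tested with the hypergeometric distribution, for each direction apart, at an adjusted p of at most 0.01, the paper's threshold. Camera of limma 3.58.1 was run with an inter-gene correlation of 0.01, a preset value that was not estimated from the data. Its p-values are too small for sets whose genes vary together more than this. Single values were compared with exact two-sided permutation tests, whose smallest p is 0.1 here.

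The genes named are those the paper names as transcripts or markers of the corneal epithelium, the 5 largest rises and 5 largest falls among differentially expressed genes whose mutant values all lie beyond the control values, and for each term of Fig. 4B up to 3 differentially expressed members with the smallest adjusted p. This rule, the design of each test and the alternatives were set before the data were examined, except where stated. The alternatives were DESeq2 1.42.0, upper-quartile scaling, no filter, a minimum of 10 counts in every sample, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), a block for the replicate number, counts summed per genotype with the DEGseq test, each sample left out in turn, and other thresholds. Offsets for GC content and transcript length and the use of the authors' deposited calls were added after the data were seen. The replicate numbers come from the sample labels, and same-numbered samples are different mice.

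The scripts' statistics were tested on simulated data, in which 200 of 12396 genes were changed by known folds. The edgeR test called 95.5% of the changed genes with 1 false call, DESeq2 97% with 0, limma 90% with 0 and the summed counts 100% with 17. Total expected counts per sample ranged from 19492942 to 19733834. The 50-base windows that a gene's transcripts share with those of another gene, and the exon bases that overlap another gene, were counted in GENCODE transcripts of the same genome build. The 6-month-old samples of the paper were not analysed here, and the results of some genes that the rule would name are not reported here.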

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

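Among the differentially expressed genes with the largest changes, 8 are not discussed by the paper: *Sprr1b*, *Dynap*, *Fosl1*, *Ptgs2*, *Mmp13*, *Cyp26b1*, *Nov* and *Cyp2b19*. The tests below were chosen after these changes had been seen, apart from the count of other splits of the samples and, over all differentially expressed genes, the GC and length test (whose offsets were revised after a first result) and the folds without the mutant sample 1.

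The mutant mean was at least 1324-fold higher for *Sprr1b*, 152-fold for *Ptgs2*, 148-fold for *Mmp13*, 106-fold for *Dynap* and 13.9-fold for *Fosl1*. Each fold is against 3 counts, because no control sample had more. Single mutant samples can lie below these folds. *Cyp26b1* had a log2 fold change of -1.83, *Nov* of -1.74 and *Cyp2b19* of -1.54. Few reads do not account for the 10 largest changes among the differentially expressed genes, since the lowest mean count in the group with more reads was 42.1. Reads shared with other genes were also tested: among the 8 genes the largest share of 50-base windows found in another gene was 2.45%, in *Cyp2b19*. With GC and length offsets, 8 of the 8 genes were past the thresholds. Without the mutant sample 1, 8 of the 8 were as well, but they had been chosen with that sample included. The mutant sample 1 was highest (24.1) and the mutant sample 3 lowest (-20.6) on the second principal component (11.6% of the variance). Without the control sample 2, *Rela* was the only lower gene past the thresholds, so *Cyp26b1*, *Nov* and *Cyp2b19* were not. The same held without the control sample 3. *Fosl1* overlaps *Ccdc85b* over 57.2% of its exon bases, and reads of the overlap were not examined here.

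For the differentially expressed genes as a whole, 165 of the 173 were called with the GC and length offsets, and 158 when the offsets also centered each sample. Without the mutant sample 1, 166 of the 173 had a fold change of 2 or more in the same direction, but the genes had been chosen with that sample in the comparison. The calls made without it numbered 193, of which 157 were among the 173. The other 9 splits of the 6 samples into 3 and 3 gave 0 differentially expressed genes and 0 genes with an adjusted p under 0.05, against 159 to 541 genes at an unadjusted p under 0.05 (3565 for the genotypes). Among the 4 splits that part all 3 same-numbered pairs, 1, the genotypes, gave as many differentially expressed genes and 1 as many genes with an adjusted p under 0.05. The other 6 splits keep a pair together. The design fixes the smallest share that these splits can give above 0.05, so their count does not decide on chance either way. In *Sprr1b*, the counts were 0 in each control sample and 2537 to 4880 in the mutant samples. For the genes as a set, the edgeR test, which counts the spread between mice, argues against chance alone. In it 1678 of 12667 genes had an adjusted p under 0.05. On the first principal component the control samples lay from -35.3 to -30.2 and the mutant samples from 27.3 to 41.8. For single genes picked by the size of their change, a genotype difference is written here as a hypothesis. Such a difference was found and tested on the same samples.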

How the results depend on the processing

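The fall of *Rela* kept its direction and stayed past the thresholds under each alternative, with log2 fold changes from -2.78 to -2.49. The fall of *Aldh1a1* kept its direction under each, from -2.13 to -1.80, and stayed past the thresholds except without the control sample 2 (-1.85, adjusted p = 0.0029) and without the control sample 3 (-1.86, adjusted p = 0.0022), both from edgeR. Over all alternatives its adjusted p ranged up to 0.0029. The cause was not tested.

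The number of differentially expressed genes was 330 with DESeq2 (296 higher, 34 lower) and 114 with limma on log2(FPKM + 1) (111 higher, 3 lower). It was 515 with summed counts (423 higher, 92 lower) and 444 at an adjusted p of at most 0.05. All 173 genes were among those of DESeq2 and of the summed counts, and 107 were among those of limma. Leaving out each sample in turn gave from 36 to 193 genes. The lower counts, 36, 56 and 88, came without a control sample. The count was 169 with upper-quartile scaling, 236 without a filter, 143 with at least 10 counts in every sample, 161 with limma on log2(FPKM + 0.1) and 235 at a fold change of at least 1.5. Genes with an adjusted p under 0.05 numbered 7201 with summed counts, a test with no spread between mice, and from 857 to 1869 across the 6 fits that each left out a sample. The cause was not tested for the other changes.

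GC and length offsets, added after the data were seen, gave 180 differentially expressed genes. Of the genes with an adjusted p under 0.05, 57.6% were higher in the mutant samples, against 59.1% without offsets. A first form of the offsets also centered each sample and moved this share to 40.4%, with 945 genes higher and 1394 lower, and the median log2 fold change of all genes to -0.06. The form without this centering was preferred after that shift had been seen.

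The number of Fig. 4C genes past the thresholds, 3, ranged from 0 to 3 over the fits that left out a sample. It was 2 with the replicate block and with either limma setting. DESeq2, upper-quartile scaling, no filter, at least 10 counts in every sample and summed counts each gave 3. The number of Fig. 4B terms enriched, 1, was 5 with DESeq2, 2 with limma on log2(FPKM + 1), 3 with limma on log2(FPKM + 0.1), 6 with summed counts, 6 with genes at an adjusted p under 0.05, 6 at an enrichment threshold of 0.05, 5 with the authors' deposited calls (added after the data were seen) and from 0 to 3 without a sample. Retinol metabolism, the term enriched here, was at most 0.01 with upper-quartile scaling, at least 10 counts in every sample, the replicate block, every annotated gene as background and without the mutant sample 1, and it was above 0.01 with DESeq2, without a filter, with either limma setting, with summed counts, with genes at an adjusted p under 0.05, with 1 gene per family, with the authors' deposited calls and in the other 5 fits that left out a sample. The number with the figure's direction, 15, was 13 to 16 without a sample and 14 with highly expressed members. The 9 other splits of the 6 samples gave 0 differentially expressed genes (159 to 541 genes had an unadjusted p under 0.05 in them), so no term could be enriched there. They gave 10 to 16 terms with the figure's direction, 4 of them 15 or 16, each split counted in the direction that gave more terms. Each of these splits has 2 mutant samples on one side and 1 on the other, and in 9 of the 9 the direction counted was that of the side with 2. They thus keep part of the genotype difference, and this count does not decide on chance. Of the 4 splits that part all same-numbered pairs, the genotypes included, 1, the genotypes, gave an enriched term, an outcome fixed by the 0 genes of the others, and 2 gave at least 15 terms with the figure's direction. The cause of these changes was not tested.

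With the replicate number as a block, 176 genes were differentially expressed, 142 of them among the 173, and 1419 had an adjusted p under 0.05. The block gave 4 enriched terms, 15 terms with the figure's direction and 9 with an adjusted p of camera under 0.05, and log2 fold changes of -1.94 for *Aldh1a1* and -2.75 for *Rela*. Same-numbered samples are different mice, and the correlations of their deviations from the group means were 0.019, 0.048 and -0.046.

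Among the other named genes, the direction reversed only in fits that left out a sample. The log2 fold changes across the 6 fits that each left out a sample ran from -0.19 to 0.00064 for *Krt1*, from -0.231 to 0.023 for *Krt78*, from -0.168 to 0.166 for *Krt19*, from -0.17 to 0.12 for *Krt7*, from -0.026 to 0.103 for *Trp63*, from -0.176 to 0.258 for *Vegfd* and from -0.0166 to 0.182 for *Rdh10*. The signs that reversed were those of *Krt1*, *Krt78*, *Krt19* and *Rdh10* without the mutant sample 1, of *Krt7* without the control sample 2, of *Trp63* without the control sample 3, of *Vegfd* and *Rdh10* without the control sample 1, and of *Vegfd* without the mutant sample 3. The cause was not tested. Over the named genes and settings, 747 comparisons kept direction and side of the threshold, 106 became weaker, 11 stronger and 9 reversed.

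Depth limits what can be said of genes near 3 counts. *Krt24* and *Aldh1a2* had at most 1 count in any sample and *Krt76* at most 8.08, and they were not tested.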

Differences from the paper's values

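The paper's source data for Fig. 4C give log2(FPKM + 1) of 11 genes in 6 samples, 66 values. Of these, 61 equal the deposited FPKM values to within 0.001, and 5 differ: *Aldh1a1* in the mutant samples 2 and 3 and *Aldh1a3* in the mutant samples 1, 2 and 3. For *Aldh1a3*, the paper's values give a difference in mean log2(FPKM + 1) of -0.10 between mutant and control samples, and the deposited FPKM values give 1.51. None of the alternatives set before the data were examined closed the gap, with log2 fold changes from 1.44 to 1.66. The paper's values of *Aldh1a3* in the mutant samples are 5.82, 6.00 and 6.18, where the deposited table gives 7.79, 7.33 and 7.72. The paper's *Aldh1a1* values in the mutant samples 2 and 3 are 4.13 and 4.31, where the table gives 4.78 and 4.45.

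In Fig. 4B the bars give -log10 of an adjusted p, read by eye here. For keratinocyte differentiation the paper's bar is about 8.7 in Fig. 4B, and the value computed here was 1.27. It came within 1.5-fold of the paper's with DESeq2 (6.65), summed counts (5.90), the mutant sample 1 left out (6.62) and genes at an adjusted p under 0.05 (5.84), and with the authors' deposited calls (8.31), a setting chosen after seeing the values. Inflammatory response is about 7.5 in Fig. 4B and was 0 here, 6.44 with summed counts and 7.48 with the authors' deposited calls, chosen after seeing the values. DESeq2 (4.23) and genes at an adjusted p under 0.05 (11.6) also put it past the threshold. IL-17 signaling pathway is about 4.4 in Fig. 4B and was 1.36, with 3.35 from summed counts and 6.54 from the authors' deposited calls, again chosen after seeing the values. It was also past the threshold with DESeq2 (2.89), limma on log2(FPKM + 1) (2.16) and on log2(FPKM + 0.1) (2.42) and genes at an adjusted p under 0.05 (2.38). Cytokine-cytokine receptor interaction is about 3.9 in Fig. 4B and was 0.017, with 3.53 from DESeq2 and 5.40 from summed counts. Genes at an adjusted p under 0.05 gave it 6.43 and the authors' deposited calls, chosen after seeing the values, 6.87. TNF signaling pathway is about 2.1 in Fig. 4B and was 0.72, with 1.48 from DESeq2, 2.23 from summed counts and 1.71 from genes at an adjusted p under 0.05. With the authors' deposited calls, chosen after seeing the values, it was 4.76.

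Response to hypoxia is about 3.1 in Fig. 4B and was 0, and aging is about 2.2 and was 0.38. No alternative brought either within 1.5-fold of the paper's bar. Wound healing is about 2.9 in Fig. 4B and was 0.42, with 2.39 from the replicate block and 2.36 from genes at an adjusted p under 0.05. Regulation of angiogenesis is about 2.0 in Fig. 4B and was 0.83, with 1.64 from DESeq2 and 1.75 from summed counts. Complement and coagulation cascades is about 1.1 in Fig. 4B and was 1.72, and it came within 1.5-fold without a filter (0.84), with every annotated gene as background (0.79), without the control sample 2 (1.45) or 3 (1.00) and without the mutant sample 2 (1.06) or 3 (1.55). The authors' deposited calls, chosen after seeing the values, gave 1.12 for this pathway and 1.12 for NOD-like receptor signaling pathway, which is about 1.1 in Fig. 4B and was 0 here. No alternative set before the data were examined brought the latter within 1.5-fold.

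Retinol metabolism is about 1.9 in Fig. 4B and was 3.03. It came within 1.5-fold with DESeq2 (1.31), upper-quartile scaling (2.74), no filter (1.64), at least 10 counts in every sample (2.79), the replicate block (2.74), summed counts (1.71), every annotated gene as background (2.55) and without the mutant sample 1 (2.50). NF-kappa B signaling pathway is about 1.9 in Fig. 4B and was 0, and arachidonic acid metabolism is about 1.2 and was 0. For both, no alternative came within 1.5-fold, the highest values being 0.94 and 0.56.

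The paper's text counts wound healing and inflammation among the pathways reduced by *Rela* ablation. Here the median log2 fold change was 0.14 for wound healing and 0.15 for inflammatory response, and Fig. 4B lists both as up. Proliferation is counted among the reduced pathways as well, where the medians of Cell cycle and DNA replication were 0.10 and 0.16. Fig. 4B lists NF-kappa B signaling pathway and retinoic acid receptor signaling pathway as down, and their medians here were 0.03 and 0.02. Camera's direction was up for the former (adjusted p = 0.41) and down for the latter (adjusted p = 0.32). Retinoic acid receptor signaling pathway also held 2 lower genes against 0.008 expected (adjusted p = 0.025, hypergeometric test on edgeR calls), above the threshold of 0.01.

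The authors' deposited table has 557 higher and 106 lower genes at the paper's thresholds, of which 166 and 7 were also called here. No gene called here was outside the authors' calls, and 152 of theirs were not tested here because of low counts.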

Other observations

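The tests in this part were chosen after the result had been seen, except those of reads shared with *Aldh1a7*, of the 2 KEGG pathways and of the counts and FPKM of *Aldh1a3*.

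In the deposited table *Aldh1a1* fell while *Aldh1a3* rose. The deposited FPKM summed over *Aldh1a1*, *Aldh1a2* and *Aldh1a3* was 149 ± 15 in the control samples and 218 ± 28 in the mutant samples (SD, n = 3 each), a log2 ratio of 0.54, with each mutant sample above each control sample (exact permutation test, two-sided p = 0.1, the smallest the design allows). With the paper's Fig. 4C values, which differ from the deposited ones in the mutant samples, the sum falls instead, to 72.2, 79.4 and 90.4 in the mutant samples against 132 to 159 in the control samples, a log2 ratio of -0.89. The authors' deposited comparison also has *Aldh1a3* higher, with a log2 fold change of 1.54. It equals the value from counts summed per genotype, so it is not independent of the deposited table. In the deposited table the summed expression of the 3 enzymes was thus not lower, and only the Fig. 4C values give a fall. Why the 2 sources differ cannot be told here. The length implied by count and FPKM of *Aldh1a3* differed by 1.0007-fold across the samples, so its counts and FPKM in the deposited table belong together. Summed with *Aldh1a7*, the fall of *Aldh1a1* was -1.78. Among 15 genes chosen as induced by retinoic acid, 10 were tested, 5 of them higher and 5 lower, with a median log2 fold change of 0.03 (adjusted p = 0.84 from limma's camera over 7 lists). Under 80% of this list was tested, so lower retinoic acid signaling can be neither seen nor ruled out with it.

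*Rela* fell, and of 26 canonical NF-κB target genes 21 were tested, of which 15 were higher and 6 lower in the mutant samples (median log2 fold change 0.46, adjusted p = 0.015 from limma's camera over 7 lists). Lower expression of such targets as a set was not seen, with 3 lower and 9 higher at an adjusted p under 0.05 in the edgeR test. Markers of immune cells and of the stroma rose as well, as given below. RNA of such cells could thus hide a fall in the epithelial cells. The medians of Cell cycle and DNA replication were slightly positive (adjusted p = 0.039 and 0.0073 from the same camera test), where lower expression was tested for. These p-values are too small if the genes of a pathway vary together more than the preset correlation of 0.01. In the edgeR test 6 Cell cycle genes were higher and 4 lower at an adjusted p under 0.05. For DNA replication these were 3 and 0, and 0 genes of either pathway were past the thresholds. The paper reports fewer PCNA+ cells in the central cornea of mutant mice and similar numbers in the peripheral and limbal regions in Fig. 2. The RNA is of the corneal epithelial layer and does not separate these regions. In these samples *Pcna*, of whose 50-base windows 31.8% also occur in a pseudogene, had a log2 fold change of 0.20 (adjusted p = 0.28) and *Mki67* of 0.36 (adjusted p = 0.089) in the edgeR test.

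In the source data of Fig. 2E, the paper's qPCR values of K12 mRNA average 1.0 in control and 0.282 in mutant samples, a log2 ratio of -1.83. The paper's text places this fall in the central cornea, while the legend of Fig. 2E names corneal epithelial samples. Its methods take the epithelial layer for qPCR and for RNA-seq alike. In the RNA-seq of mice of the same age, *Krt12* had a log2 fold change of -0.15 (standard error 0.080, adjusted p = 0.26 in the edgeR test), from -0.19 to -0.08 with each sample left out. The paper's qPCR values of *Aldh1a1* in Fig. 4D give a log2 ratio of -2.52. *Pax6* had a log2 fold change of -0.15 (adjusted p = 0.19 in the edgeR test). *Vegfa* had one of 1.51 (adjusted p = 0.0014 in the edgeR test), past the threshold of 0.001 with DESeq2, without a filter, with the block and with summed counts.

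The paper reports from immunostaining that K14 was not affected in the cornea of young mutant mice, and its staining at the age of the RNA-seq samples was not examined here. In the RNA-seq at 2 months *Krt14* rose from an FPKM of 178 ± 27 to 1753 ± 394 (SD, n = 3 each), a log2 fold change of 3.32 (adjusted p = 1.1e-05 in the edgeR test). Of its 50-base windows, 14.4% also occur in *Krt16* and *Krt17*, which rose too. For reads spread evenly over the windows, reads of these genes on the shared windows equal 33.4% of the rise in the mean count when taken from their deposited counts. They equal 53.4% if every such read had been given to *Krt14* and is missing from those counts. The rise cannot be told apart from shared reads in part, and the spread of the reads was not examined here. Other technical explanations were not tested for this gene, and the mutant mice carry the *Krt14-Cre* transgene, whose contribution to the counts was not examined here. The paper's source data of Fig. 3E list 15 keratins of older mice. Of the 13 of them tested here, 13 are higher in the older mutant mice in the paper's values. At 2 months 5 were higher and 1, *Krt13*, lower with an adjusted p under 0.05 in the edgeR test.

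In 40 genes every control sample had 3 or fewer counts and the mutant samples averaged over 30, and no gene, 0, showed the opposite. Of these, 20 were past the thresholds and 9 were Sprr genes. The mean total of the mutant samples was 1.00 times that of the control samples, so depth does not account for the difference. In 36 of the 40 genes each mutant sample had over 10 counts, so the reads were not held by 1 sample, although the mutant sample 1 was the highest in 34. The pattern may in part reflect RNA of other cells in the mutant samples. However, *Sprr1b* and *Sprr3*, both in this group, are annotated to keratinocyte differentiation. By staining, the paper found CD45+ immune cells and CD31+ vessels in mutant corneas at 3 months but not at 2, the age of these samples. Markers of immune cells rose (10 of 20 tested, adjusted p = 0.014 from limma's camera, median 0.41), as did those of the stroma (5 of 16 tested, adjusted p = 0.032, median 0.86), and markers of blood vessels did not (2 of 13 tested, adjusted p = 0.895). The immune markers held 0.0351% of the counts in control and 0.0384% in mutant samples, with 0 past the thresholds. Those of the stroma held 0.0066% and 0.0126%, with 1 past the thresholds. Each list had under 80% of its genes tested, so the rise of inflammatory response genes cannot be told apart from RNA of such cells.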
